# The molecular aetiology of tRNA synthetase depletion: induction of a *GCN4* amino acid starvation response despite homeostatic maintenance of charged tRNA levels

**DOI:** 10.1093/nar/gkaa055

**Published:** 2020-02-04

**Authors:** Matthew R McFarland, Corina D Keller, Brandon M Childers, Stephen A Adeniyi, Holly Corrigall, Adélaïde Raguin, M Carmen Romano, Ian Stansfield

## Abstract

During protein synthesis, charged tRNAs deliver amino acids to translating ribosomes, and are then re-charged by tRNA synthetases (aaRS). In humans, mutant aaRS cause a diversity of neurological disorders, but their molecular aetiologies are incompletely characterised. To understand system responses to aaRS depletion, the yeast glutamine aaRS gene (*GLN4*) was transcriptionally regulated using doxycycline by *tet-off* control. Depletion of Gln4p inhibited growth, and induced a *GCN4* amino acid starvation response, indicative of uncharged tRNA accumulation and Gcn2 kinase activation. Using a global model of translation that included aaRS recharging, Gln4p depletion was simulated, confirming slowed translation. Modelling also revealed that Gln4p depletion causes negative feedback that matches translational demand for Gln-tRNA^Gln^ to aaRS recharging capacity. This maintains normal charged tRNA^Gln^ levels despite Gln4p depletion, confirmed experimentally using tRNA Northern blotting. Model analysis resolves the paradox that Gln4p depletion triggers a *GCN4* response, despite maintenance of tRNA^Gln^ charging levels, revealing that normally, the aaRS population can sequester free, uncharged tRNAs during aminoacylation. Gln4p depletion reduces this sequestration capacity, allowing uncharged tRNA^Gln^ to interact with Gcn2 kinase. The study sheds new light on mutant aaRS disease aetiologies, and explains how aaRS sequestration of uncharged tRNAs can prevent *GCN4* activation under non-starvation conditions.

## INTRODUCTION

During gene expression, the translation of mRNA transcripts to produce a polypeptide chain involves the coordinated activities of an estimated repertoire of 200 000 ribosomes and 3 million tRNAs with associated translation factors, together representing a cellular production line that manufactures 70% of the dry weight of the cell in the form of protein (1). The delivery of amino acids to the ribosome by aminoacyl tRNAs, bound to GTP-charged elongation factor 1 (eEF1A in eukaryotes) is central to the translation process (2). Deposition of the aminoacyl tRNA in the ribosomal acceptor ‘A’ site by eEF1A is followed by the ribosome-mediated movement of the nascent polypeptide from the peptidyl ‘P’ site tRNA, to the newly-delivered amino-acyl tRNA in the ‘A’ site, thus lengthening the polypeptide chain by one amino acid (reviewed in; (2)). Coincident with ribosomal translocation, a now uncharged tRNA is released from the ribosomal exit ‘E’ site.

The released tRNAs must then be re-charged by one of a population of amino-acyl tRNA synthetases which covalently ligate amino acid to the correct tRNA in an ATP hydrolysis-linked reaction; most species have 20 different varieties of synthetase, one for each type of amino acid (3). Following charging of the tRNA with amino acid, it can then again bind to eEF1A for delivery to the ribosomal A site. tRNAs thus cycle between charged and uncharged states, driven by the respective activities of tRNA synthetase and translating ribosome populations. Balancing of the demand of the translating ribosomes for aminoacyl tRNAs, with the capacity of the tRNA synthetase population to supply them, is vital to ensure translation can proceed without pausing. A mismatch between charged tRNA supply, and translational demand can cause accumulation of uncharged tRNA, with consequent activation of the Gcn2 kinase, triggering a *GCN4* amino acid starvation response (4).

Slow delivery of aminoacyl tRNAs to the ribosome triggers translational pausing, and a range of potentially detrimental outcomes. Failure to deliver a cognate tRNA to the A site can allow non-cognate species to bind instead, with misincorporation of the amino acid (5). Extended translational pauses may trigger +1 ribosomal frameshifts, where the ribosome slips forwards by one nucleotide, before resuming triplet translation (6,7). Specific ribosomal mechanisms exist to deal with pause events. In prokaryotes, tmRNA aided by the relE ribonuclease, triggers mRNA and nascent polypeptide degradation in response to pausing (8). In eukaryotes, no-go mRNA decay is triggered by the binding of the Dom34 and Hbs1 release factor paralogues to the paused ribosome, and release of the nascent peptide (9). Linked to the activity of Dom34 is a ribosome quality control pathway (RQC) that functions to resolve ribosomes stalled in hybrid states with occupied ‘A’ and ‘P’ sites (10). In yeast, proteins including Hel2 and Rqc2 are involved in detecting the stalled ribosome (11), while Rqc1 and Cdc48 participate in release of the nascent peptide from the large ribosomal subunit (12–14), with the nascent peptide being ubiquitinated as a result of the action of Ltn1 (13,10). In some cases, degradation targeting is augmented by the Rqc2-mediated, non-ribosomal addition of C-terminal alanine and threonine (CAT) tails (15).

The adverse consequences of ribosomal pausing underscore the importance of the tRNA synthetase population in supplying aminoacyl tRNAs at the required rate. In humans, a number of Mendelian diseases are associated with tRNA synthetase mutations. Of the 37 amino-acyl tRNA synthetase genes (17 cytosolic, 17 mitochondrially-targeted, 3 bi-located), mutations in at least 28, many of them recessive, cause pathologies ranging from Charcot-Marie-Tooth (CMT) disease, through hypomyelination and epileptic encephalopathy, to cardiomyopathy and lactic acidosis (16). Semi-dominant mutations in cytosolic tRNA synthetases (GARS, YARS, AARS, MARS and KARS) have also been shown to result in various forms of Charcot-Marie-Tooth neuronal disorders (17–20). Mutations in the human glutamine tRNA synthetase, QARS, can cause brain developmental disorders such as microcephaly (21,22). The mechanisms behind these various conditions are still unclear, though *in vitro* biochemical assays, together with yeast complementation assays of several mutant tRNA synthetases, have indicated loss of aminoacylation activity (19,23). This would be expected to result in a reduction in the charging level of the synthetase's cognate tRNAs, and consequently impact on the translation of all mRNAs containing their cognate codons. Intriguingly, some of the aforementioned diseases are thought to be the result of mutations in protein domains responsible for noncanonical functions of the tRNA synthetase (24). Again, such mechanisms are still under investigation, but tRNA synthetases have been implicated in processes such as vascular development and mTOR signalling (25,26). Almost all the tRNA synthetase Mendelian diseases are thus poorly understood in terms of the consequences for the translation system.

In this work, we have established a model system to better understand the molecular consequences of loss of tRNA synthetase activity for translation. We analysed translation system and stress response pathways to define how the translation system reacts when the ribosomal delivery of tRNAs is impeded through use of a glutaminyl tRNA synthetase shut-off system, mimicking aspects of the human QARS gene loss of function mutations. A combination of experimental investigation and mathematical modelling was used to investigate the extent to which these mutations can have system-wide consequences for tRNA charging and stress responses. We show that the primary response of the cell to restriction of tRNA synthetase activity is a simultaneous slow-down of translation and growth rate, which homeostatically limits the accumulation of uncharged tRNA species, and prevents the formation of ribosome queues on the mRNA. Despite the homeostatic response, there is nevertheless an induction of the *GCN4* response, triggered by the activation of the Gcn2 kinase by uncharged tRNA. System modelling reveals that the reduced abundance of tRNA synthetase can interfere with the normal ability of the synthetase to sequester the uncharged tRNA pool. This failure to sequester allows uncharged tRNAs to interact with Gcn2 and induce an amino acid starvation stress response via the *GCN4* pathway. The study thus identifies a key sequestration role for the tRNA synthetase population in preventing unwanted triggering of amino acid starvation responses even while active translation continues to produce uncharged tRNA. The combined modelling and experimental analyses also define the potential range of mechanisms underpinning different molecular phenotypes of human tRNA synthetase mutations.

## MATERIALS AND METHODS

### *S*. c*erevisiae* strains and growth conditions

Yeast strains were grown at 30°C in YPD (2% glucose, 2% peptone, 1% yeast extract, all w/v) or synthetic defined (SD) media (2% glucose, 0.67% yeast nitrogen base (w/v), supplemented with required nucleotides and/or amino acids at 20 mg l^−1^ or 60 mg l^−1^ [leucine]). *Escherichia coli* strains were grown at 37°C in Luria-Bertani (LB) media supplemented with 100 μg/ml ampicillin to maintain plasmid selection. Where yeast cultures were treated with doxycycline to deplete production of a tRNA synthetase, doxycycline was added to the required concentration to YPD or SD medium and the culture grown over-night at 30°C, with 200 rpm shaking, until an optical density at 600 nm of between 0.5 and 0.8 was reached, representing mid-log phase. Inoculations were adjusted to ensure culture harvest was always at this point in the batch growth cycle to accommodate differences in growth rate caused by doxycycline.

To construct strains containing a regulatable *GLN4* gene, a *KanMX4*-tTA-PtetO cassette was amplified from pCM225 (27) using primer A1 (Supplementary Table S1) with either primer A2 or A3, each including 45 nt of flanking sequence homology to the 5′ (A1) or 3′ (A2 and A3) of the target integration site upstream of the *GLN4* open reading frame; primer sequences are listed in Supplementary Table S1. Primer A3 also encoded an N-terminal haemagluttinin (HA) sequence to tag to the *GLN4* coding sequence. Following amplification, KanMX4-tTA-PtetO cassettes were separately transformed into yeast strain BY4742 (*MATα his3-1 leu2-0 lys2-0 ura3-0*), and geneticin-resistant integrants selected (28). The same approach was used to place the genomic lysine tRNA synthetase gene *KRS1* under tet-off regulation using primers A15 and A16 (Supplementary Table S1) to amplify the tet-off cassette from plasmid pCM225, and direct its integration immediately upstream of the genomic copy of *KRS1*.

The ablation of the *GCN2* gene was achieved using CRISPR-Cas9 (29). *tetO-GLN4* yeast were transformed using standard methods (28) with 125 ng SwaI/BclII-linearised pML104 (directing expression of Cas9, and the guide RNA) (29) and 70 ng of plasmid repair DNA fragment (Life Technologies, Supplementary Table S1, sequence A8; this directs gap repair of pML104 by homologous recombination, inserting the gRNA sequence). Alongside these DNA fragments, 250 ng of double-stranded genome repair DNA fragment (Life Technologies, Supplementary Table S1, sequence A9) was co-transformed. This DNA fragment contained >75 nucleotides of sequence homologous to the genome immediately 5′, and 75 nt immediately 3′, to the *GCN2* gene, directing repair of the Cas9-induced double strand break and deletion of the *GCN2* gene by homologous recombination. Successful editing was confirmed in individual transformants using PCR sequencing with primers A10 and A11.

To construct strains containing translational fusion of ribosomal protein L25 (uL23 in the systematic nomenclature (30)) with C-terminal GFP, CRISPR-Cas9 was again used (29) as before. *tetO-GLN4* yeast were transformed with gapped pML104, repaired by homologous recombination in yeast during the transformation process using a gRNA DNA fragment (sequence A14: Supplementary Table S1). Alongside these DNA fragments, 3 μg of double-stranded genome repair DNA fragment (GFP open reading frame, PCR amplified using primers A12, A13, Supplementary Table S1) was co-transformed to drive homologous recombination-directed integration of GFP in-frame with the YOL127W (uL23/RPL25) gene. Successful editing was confirmed in individual transformants using PCR sequencing of amplified genomic DNA.

### Plasmids

The activation of the *GCN4* response was assayed in yeast using plasmids p180, p226 and p227, which express β-galactosidase under the translational control of the yeast *GCN4* gene 5′ leader (31); a kind gift of Prof A. Hinnebusch). β-galactosidase assays were carried out using standard methods (32). Plasmids were transformed into *Saccharomyces cerevisiae* using standard methods (28). Plasmid pET19b-*GLN4* was used to express the yeast *GLN4* gene, and GFP gene in *E. coli*. The HA-tagged *GLN4* gene (PCR-amplified using primers A4 and A5; Supplementary Table S1) and His_6_-tagged GFP gene (primers A18 and 19; Supplementary Table S1) were separately cloned using InFusion (Clonetech) methods into NdeI/BamHI-linearised pET19b (Novagen).

### Ribosome quantification using uL23-GFP

Actively growing mid-log phase 25 ml yeast cultures expressing GFP-tagged ribosomal protein uL23 (RPL25) were harvested at 3000 × *g* for 5 min. Washed cells were re-suspended in 0.5 ml lysis buffer [25 mM Tris–HCl (pH 7.2), 50 mM KCl, 5 mM MgCl_2_, 1 mM 2-mercaptoethanol with protease inhibitors, containing 50 ng of zymolyase to improve cell breakage. Cells were lysed with glass beads, centrifuged for 15 min at 13 000 rpm, and the supernatant retained to assay GFP fluorescence (485 nm excitation and 520 nm emission), using a FLUOstar Omega multi-well plate reader (LabTech International). The percentage of cells remaining unbroken (typically 25%) was calculated by measuring the fluorescence of the initial cell suspension before breakage, and again of the unbroken cells in the cell pellet following glass bead lysis. Using this estimate of the number of lysed cells, the uL23-GFP fluorescence units released per yeast cell were estimated, and this value converted to uL23-GFP mass using a standard curve derived from purified GFP expressed in *E. coli*. From this value, moles, and thus, uL23-GFP molecules per cell were calculated. All GFP was ribosome-associated in these strains (data not shown), thus measurements of uL23-GFP molecules per cell are a direct proxy for ribosomes per cell.

### Western blot analysis

Yeast protein extracts were prepared as described previously from three independent yeast cultures (33). For western blots, following electrophoresis, proteins were transferred to Immobilon FL PVDF membrane (Merck-Millipore) using semi-dry transfer (25 V for 30 min). HA-tagged Gln4 protein was detected using an anti-HA antibody (HA.11 clone 16B12, Cambridge Biosciences) and SuperSignal West Femto substrate (Thermo Scientific) using standard Western blot protocols (34). The resulting light output was quantified using an Alpha Innotech Multi-Image II camera. eIF2-α phosphorylation was detected using a phospho-eIF2α (Ser52) antibody (ThermoFisher; 44–728G; 1:10 000 dilution). Non-specific antibody detection of non-eIF2α proteins was reduced by pre-adsorbing the primary antibody to nitrocellulose blots of yeast extracts derived from cells grown in amino acid replete conditions (YPD medium), which do not contain phosphorylated eIF2-α. A glycolytic protein, phosphoglycerate kinase (Pgk1p) was immune-detected to control for lane loading (Abcam ab113687; 1:10 000 dilution).

### Expression of purified Gln4p and GFP

Recombinant HA-tagged Gln4 protein for use as a standard was produced by transforming *E. coli* strain Rosetta-gami B (DE3; Novagen) with pET19b-*GLN4*. Protein expression was induced in pET19b-*GLN4* transformants using 1 mM IPTG for 3 h. Following harvest and lysis by sonication, TALON cobalt affinity resin (Clontech) was used to purify the His-tagged protein using manufacturer's protocols, Samples were dialysed to remove excess salt and imidazole before mass spectrometry analysis using a Q-Exactive Mass Spectrometer (ThermoFisher) to confirm protein identity. Recombinant GFP for use as a standard for the determination of ribosome content was similarly produced using pET19b-GFP.

### Northern blot measurement of tRNA charging levels

tRNAs were extracted from yeast cultures using standard methods (35) with some modifications (36). tRNA samples were resuspended in sodium acetate buffer (pH 4.6) and stored at –80°C.

Northern blot analysis was carried out by separating 5 μg tRNA per lane on a 25 cm-long 8 M urea, 0.1 M sodium acetate (pH 5) denaturing acrylamide gel (10%: 19:1 acrylamide:bisacrylamide). Gels were run at 80 mA for 36 h at 4°C with 7-hourly buffer re-circulation and semi-dry blotted onto GE-Healthcare Nylon N+ membrane using 1× tris borate–EDTA (TBE) buffer at constant current (1 mA/cm^2^) for 1 h at 4°C. tRNAs were crosslinked using UV (120 000 μJ/cm^2^), before probing using 3′ end biotin-labelled oligonucleotide probes; tRNA^Gln^_UUG,_ tRNA^Lys^_CUU_ and tRNA^Arg^_UCU_ were detected using primers A6, A7 and A17 respectively (Supplementary Table S1). Probe labelling was carried out using the Pierce Biotin 3′ End DNA Labelling Kit. Probing of the blot was performed using the North2South™ Chemiluminescent Hybridization and Detection Kit (Thermo-Fisher) according to the manufacturer's instructions. Probe-tRNA hybridizations were carried out overnight at 42°C, except the tRNA^Arg^_UCU_ probe hybridization, which was carried out at 70°C, reduced in 10°C increments per hour to 40°C after overnight incubation, before then washing and detection.

### RNA sequencing

Three independent yeast colonies were grown in 50 ml YPD media ± doxycycline as per the conditions detailed above. Total RNA was extracted from the cultures using a Nucleospin RNA kit (Macherey-Nagel) and RNA sequencing was carried out by the Centre for Genome Enabled Biology and Medicine at the University of Aberdeen using Illumina NextSeq 500. The RNA-sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (37) and are accessible through GEO Series accession number GSE126435 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126435). Library preparation, base-calling and quality control methods are described fully in the GEO database entry. Following quality control, the reads were mapped to the sequenced *S. cerevisiae* genome using TopHat for Illumina (38). Differential expression between test and control samples was assessed using CuffDiff (39).

### SILAC mass spectrometry

Stable isotopic labelling of amino acids in cell culture (SILAC) was carried out as previously described (40,41). Triplicate yeast cultures were grown in ‘light’ (containing 20 mg/l ^12^C arginine and lysine) in the presence of 1 μg/ml doxycycline to deplete the Gln4 tRNA synthetase, or using ‘heavy’ (containing 20 mg/l l-arginine–^13^C–HCl (CLM-2265-H, Cambridge Isotope Labs) and 20 mg/l l-lysine–^13^C–HCl [CLM-2247-H, Cambridge Isotope Labs]) SD media. Cultures were grown for at least eight doublings to ensure steady-state ^13^C labelling of proteins, and harvested at approximately OD_600_ 0.5–0.6. Equal numbers of cells from heavy and light cultures were mixed, harvested and resuspended in lysis buffer [25 mM Tris–HCl (pH 7.2), 50 mM KCl, 5 mM 2-mercaptoethanol, 1× cOmplete mini protease inhibitor (Roche)]. Yeast were glass bead-lysed and the lysate clarified using low speed centrifugation (10 min at 12 000 × rcf).

For SILAC mass spectrometry, 25 μg total protein was separated on a 12% SDS-PAGE gel, and 12 gel slices of equal size subjected to in-gel tryptic digestion and LC–MS/MS performed using a Q-Exactive Mass Spectrometer (ThermoFisher). Subsequent analysis of the mass spectra was carried out using MaxQuant software. Only protein groups with two or more unique peptides recorded were analysed. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (77) with the dataset identifier PXD017140.

### Polysome profiling

Cells were grown to mid-log phase in YPD as described above and incubated with 200 μg/ml cycloheximide for 15 min prior to harvesting. Polysome analysis was performed according to standard methods (42). Gradients were unloaded using a BR-184 density fractionator (Brandel) connected to a UV monitor (254 nm; UV-1, Pharmacia Biotech) and a chart recorder. The area under each peak was quantified using a mass-based integration method.

### A stochastic model of the yeast translation system incorporating tRNA charging dynamics and ribosome competition

A global mathematical model of translation of mRNAs by ribosomes was developed, referred to as Global Translation Model (GTM) from now on available through Biomodels (76) with reference MODEL2001080004. The model is based on the Totally Asymmetric Simple Exclusion Process (TASEP) and it includes competition for ribosomes and tRNAs among the mRNAs, as well as competition among tRNAs for the aminoacyl-tRNA synthetases. The model also incorporates ribosome drop-off, where with a given probability the ribosomes detach from the mRNA before reaching a stop codon (43). mRNAs are represented by 1D lattices, with each site of the lattice being a codon. Ribosomes are represented by particles with a footprint of nine codons (44) that enter the lattice (5′ end) at a specific initiation rate and hop from one codon to the next until they reach the stop codon, at which point they leave the lattice, thereby producing a protein (Figure 5A).

The model considers a virtual transcriptome comprising different types of mRNAs representative of the *S. cerevisiae* transcriptome. For each of the 93 gene ontology (GO-Slim) categories (gene assignments downloaded from the *Saccharomyces Genome Database* at https://downloads.yeastgenome.org/curation/literature/, 1 July 2017), for all mRNAs in each GO-Slim category, codon frequencies for each mRNA were summed, and multiplied by abundance of the parent mRNA to yield the GO-Slim category codon composition. Note that codon frequencies of genes assigned to more than one category were weighted accordingly. An mRNA of average length of codons for its GO-Slim class was then generated. Finally, the set of codons obtained in this way was randomized to produce 93 representative mRNA codon sequences. The abundance of each GO-Slim category within the cell, (see Supplementary Table S2), determined its mRNA copy number within the simulation environment.

mRNAs compete for free (non-mRNA bound) ribosomes. Each different type of mRNA is associated with an initiation rate, which is dependent on the number of free ribosomes in the cytoplasm at any time point. In particular, we assume that the initiation rate is a stepwise linear function of the number of free ribosomes, similar to the approach used in (45). A ribosome either joining or leaving the mRNA respectively decrements or increments the pool of free ribosomes by one; the total ribosome pool size is fixed. The initial conditions are chosen so that the averaged initiation rate yields }{}$\langle \alpha \rangle = 0.15/s$ following the derivation in (46). Ribosomes exit the lattice at the stop codon, i.e. the last lattice site, with a constant termination rate identical for all mRNAs, that is considered to be not limiting (46). The initiation rate constant }{}${\alpha _{0,i}},i = 1, \ldots ,93$ for each of the GO-Slim category representative mRNAs was determined by taking the average over all initiation rate constants from (46) that are assigned to each single mRNA belonging to that category, weighted by the corresponding mRNA abundance (47). Other parameter values for the Global Translation Model are defined in the Supplementary Material.

The translocation to the next codon is not allowed if it is covered by another ribosome. The hopping rate along the lattice is codon-dependent, and is proportional to the number of cognate charged tRNAs available at that time point (48). The factor of proportionality is set to yield an average translation elongation rate (hopping rate) of 10 codons/s (49–51) and an average tRNA charging level }{}$\langle Q \rangle = {\langle {T_i^c/T_i^t} \rangle _i}$ of 80%, as observed under physiological conditions (36,52–55) (see Supplementary Figure S1 for model sensitivity to this charging level). Wobble base-pairing is considered, so that synonymous codons can have different hopping rates (56). Details of derivation and parameters are provided in Supplementary Materials.

Every translation elongation event uses one charged tRNA }{}$T_i^c$, so that the corresponding charged tRNA (aa-tRNA) number with }{}$i = 1, \ldots ,41$ is decreased by one, and the number of uncharged tRNA }{}$T_i^u$ is increased by one. Note that the total number of tRNAs (defined in Supplementary Table S3) of each type is fixed.

The change in the number of charged tRNA of each type }{}$T_i^c$ is governed by the main balance equation between supply and usage: }{}$\frac{{dT_i^c}}{{dt}} = \ {\rm recharging}\ {\rm rate} - {\rm usage}\ {\rm rate}.$

The usage rate is proportional to the ribosomal current }{}${k_j}{\rho _j}( {1 - {\rho _{j + 1}}} )$ along the mRNA, since each elongation event utilizes a charged tRNA (see Supplementary Materials for complete expression). The recharging rate }{}${\chi _i} = {V_{max,i}} T_i^u/( {{K_{m,i}} + \mathop \sum \nolimits T_i^u} )$ follows Michaelis–Menten dynamics with competitive inhibition, as isoacceptor tRNAs compete for the same tRNA-synthetase. Here }{}${V_{max,i}}$ represents the maximum charging rate and }{}${K_{m,i}}$ the Michaelis constant of the corresponding tRNA-synthetase. Uncharged tRNAs are then recharged with amino acids by the corresponding tRNA synthetase at the recharging rate }{}${\chi _i}$.

To mimic the inhibitory effect of doxycycline on the expression of Gln4 (glutaminyl tRNA synthetase) in the doxycycline-responsive Gln4 yeast strain, a range of Gln4 concentrations is considered, from 100% (corresponding to no doxycycline), to 3.5% of the wild type concentration (0.5 μg/ml doxycycline). This inflicts a change in the glutamine charging rate via }{}${V_{max,Gln}} = [ {{{\tilde{E}}_{Gln}}} ]\ {k_{cat,Gln}}$, see Supplementary Table S4 in Supplementary Materials. In the following we use }{}$d = [ {{{\tilde{E}}_{Gln}}} ]/[ {{E_{Gln}}} ]$, where }{}$[ {{{\tilde{E}}_{Gln}}} ]$ is the altered and }{}$[ {{E_{Gln}}} ]$ is the wild-type synthetase concentration, to express the Gln4 protein ratio used in the simulations. With this procedure we can also overexpress Gln4, thereby yielding a Gln4 protein ratio larger than 1 (see Figure 5D–G), which corresponds to a concentration of Gln4 of up to 200% of wild-type, achieved experimentally because the doxycycline-responsive promoter is stronger than the native *GLN4* promoter (data not shown).

## RESULTS

### Gln4p expression becomes growth rate limiting below physiological levels

Mutations in a wide range of aminoacyl tRNA synthetases cause human Mendelian disorders with neurological phenotypes. To better understand how mutations in tRNA synthetase genes cause tissue-specific human disease, we sought to establish the range of molecular phenotypes triggered by loss of tRNA synthetase activity, using yeast as a model system. We chose to deplete the *S.cerevisiae* glutamine tRNA synthetase protein, encoded by the *GLN4* gene. The native *GLN4* promoter was replaced with a tet-off regulatory cassette (27), allowing its transcription to be repressed through the addition of doxycycline. As expected for an essential gene, the tet-off *GLN4* strain shows dose-dependent sensitivity to doxycycline and reductions in growth rate when grown both on solid and in liquid media supplemented with the antibiotic (Figure 1A and B).

**Figure 1.**
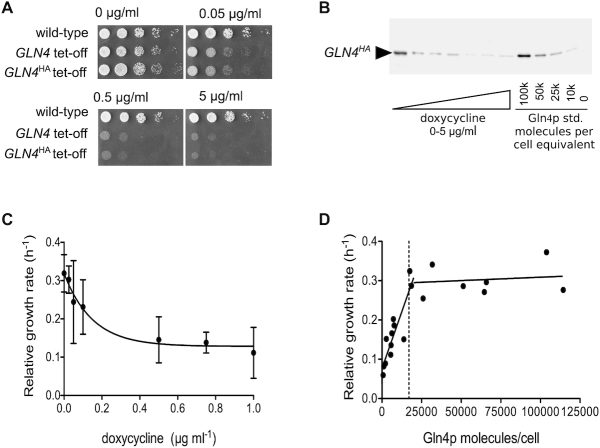
Negative growth regulation by a doxycycline-controlled glutamine tRNA synthetase gene *GLN4*. (**A**) The growth of a wild-type strain on a range of doxycycline-containing agar was compared to that of a tet-off *GLN4* integrant, and a tet-off *GLN4* integrant C-terminally tagged with HA epitope. (**B**) Using the engineered C-terminal epitope tag on Gln4p, Western blot band intensities were quantitatively compare to an HA-tagged Gln4p standard expressed in *E. coli*, using a standard curve (not shown). (**C**) The growth rate constant for a tet-off *GLN4* integrant C-terminally tagged with HA epitope was measured across a range of doxycycline concentrations. (**D**) Using quantitative Western blots, the cellular content of Gln4p was calculated allowing growth rate to be fitted biphasically to Gln4 content. The vertical dashed line indicates the cellular content of Gln4p estimated in a proteomic meta-study (58).

Previous research has shown that the *S. cerevisiae* translation system is robust to reductions in the abundance of tRNA synthetases, since for the majority of the 20 synthetases, heterozygous deletions are tolerated (57). However, here we show that in response to doxycycline, inhibition of *GLN4* transcription significantly impacts cellular growth (Figure 1). To establish the cellular requirement for glutamine tRNA synthetase, we quantified the relationship between cellular content of Gln4p, and growth rate. Using purified HA-tagged (His)_10_-Gln4p expressed in *E. coli*, we carried out quantitative Western blot analysis on mid-log phase lysates of P_tet-off_*GLN4* strain yeast grown at different concentrations of doxycycline. The Gln4p content of each sample was calculated using a recombinant Gln4p standard curve (Figure 1), and plotted against the relative growth rate of that sample at the time of harvest (Figure 1D).

The resulting plot shows that the cellular growth rate remained relatively consistent until Gln4p abundance reduced below ∼20 000 molecules per cell, after which growth rate decreased markedly, with a biphasic response. Intriguingly, the threshold value below which the growth rate is reduced is close to estimates for the physiological Gln4p abundance of 17 000 molecules per cell (58,59), suggesting that normally the level of glutamine tRNA synthetase is maintained at level just above that which is rate-limiting for growth.

### *GCN4* translation levels are enhanced by Gln4p depletion

Previous research on the effects of a small molecule inhibitor of the human prolyl tRNA synthetase PARS revealed that it caused induction of the mammalian GCN2–ATF4 pathway, a cellular response to amino acid starvation triggered by the accumulation of uncharged tRNA (60). It was therefore important to establish whether a similar *GCN4* amino acid starvation response was triggered by depletion of the glutamine tRNA synthetase in response to doxycycline, due to an expected increase in uncharged glutamine tRNA in the cell. This should activate Gcn2 kinase activity, phosphorylate translation initiation factor eIF2, and thus de-repress translation of *GCN4* (ATF4 in mammals) by bypassing inhibitory uORF sequences in its 5′ UTR.

This hypothesis was tested through use of a reporter assay in which the 5′ UTR and first 55 codons of *GCN4* are translationally fused to the lacZ gene, allowing β-galactosidase activity to report Gcn4p expression (Figure 2). Wild-type yeast, and tetO-*GLN4* yeast, were transformed with plasmid p180, carrying uORF1 and uORF4, which reports *GCN4* activation, or p226, a negative control carrying the translation-attenuating uORF4 only. Each of these constructs was grown in a range of doxycycline concentrations and assayed for β-galactosidase activity. The results were expressed relative to those obtained for a 100% expression control (p227), which lacks any uORFs (Figure 2).

**Figure 2.**
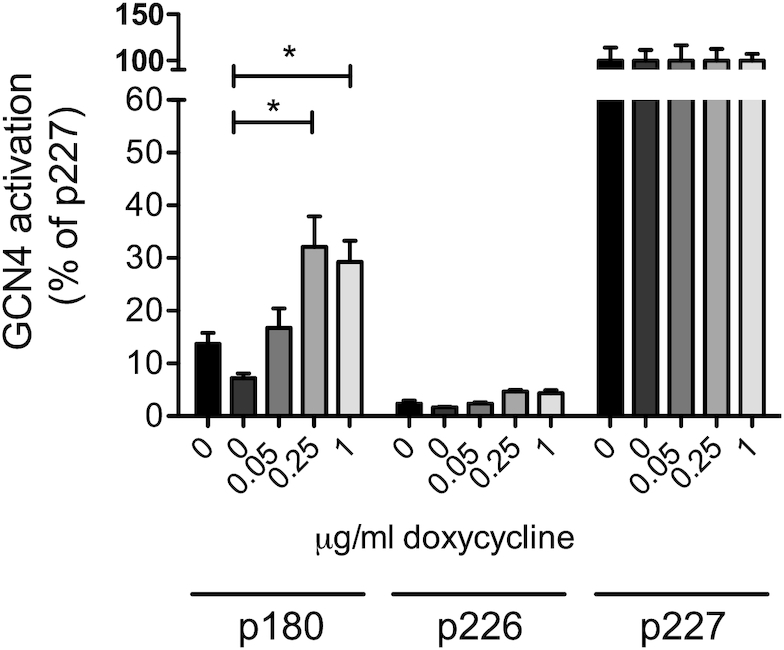
A *GLN4* tRNA synthetase shut-off induces a reporter of *GCN4* translation. The effect of *GLN4* tRNA synthetase shut-off, using doxycycline, on uncharged tRNA accumulation and thus *GCN4* activation was explored using the *GCN4-lacZ* reporter plasmids. The effect of doxycycline on *GCN4* induction was tested in a wild-type cell (BY4742, black bars, left-most in each block), and in a tetO-*GLN4* strain (remaining bars). Error bars represent ±1 standard deviation, *n* = 3. Significance at the *P* < 0.05 level is indicated by an asterisk. Plasmid p180 measures a *GCN4* response, relative to the negative (p226) and positive (p227) controls.

In response to increasing concentrations of doxycycline, the level of β-galactosidase activity detected in the tetO-*GLN4* yeast increased significantly from 7% in the absence of doxycycline, to 30% of positive control (p227) levels at 0.25 μg ml^−1^, beyond which the *GCN4* induction response reached a plateau. This indicated that following doxycycline treatment, *GCN4* translation was induced, presumably in response to accumulation of uncharged glutamine tRNAs. We confirmed this result by creating another tRNA synthetase doxycycline shut-off strain, this time involving the lysyl-tRNA synthetase *KRS1*. Confirming the phenotype of the *GLN4* shut-off, the tet-off *KRS1* strain also exhibited doxycycline-dependent decreases in growth rate, coincident with *GCN4* induction (Supplementary Figure S2). In fact *KRS1* was originally identified as *GCD5*, a *general control derepressed* gene, mutations in which exhibit constitutive expression of *GCN4* (61). Using immuno-blot detection, we additionally confirmed the *GLN4*-tet-off mediated *GCN4* induction was occurring as expected via phosphorylation of phospho-Ser51 of eIF2α (Sui2p in yeast; Supplementary Figure S3). Together, the data clearly shows that tRNA synthetase depletion induces Gcn2p-dependent *GCN4* responses.

### Depletion of Gln4p activates Gcn4p-mediated transcriptional starvation responses

In order to confirm the gene regulatory phenotype triggered by tRNA synthetase depletion we carried out a transcriptomic analysis of the tetO-*GLN4* yeast in the presence and absence of doxycycline. Following the discovery that a *GCN4* reporter was induced by doxycycline treatment (Figure 2) we expected to see a transcriptional response involving the amino acid biosynthetic genes.

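The transcriptomic samples came from 2 haploid strains, the wild-type BY4742 and the tetO-*GLN4* strain made in that background, in which a tet-off promoter drives *GLN4* and doxycycline shuts it off. Each strain was sampled without doxycycline and with it, giving 4 conditions with 3 independent cultures each and 12 samples in total. The sample labels give a dose of 1 μg/ml doxycycline and a culture volume of 100 ml, while the paper's methods give 50 ml. The authors mapped the reads with TopHat and compared the conditions with Cuffdiff, separately for each strain. The values analysed here are Cuffdiff's FPKM (fragments counted per gene, scaled to gene length and library size), with 1 value per gene and condition that combines the 3 cultures, together with its 95% confidence interval. They carry neither values per culture nor read counts, and low FPKM values do not fall on steps of whole reads, so the depth of each library is unknown and no difference between conditions could be checked culture by culture. From these values the log2 ratio of FPKM with doxycycline to FPKM without it was computed for each gene with no pseudocount. Its SD was derived from the confidence intervals, taking the distance from the FPKM to the upper bound as 2 SDs. The median SD of a log2 ratio was 0.22 in each strain, and the median SD of a single FPKM was 10.9% of the value in untreated tetO-*GLN4* and 10.6% in untreated wild type. Since the strains were normalized in separate tables, the effect of doxycycline was tested within a strain only. Of the 7130 genes listed, Cuffdiff tested 6498 in the wild type and 6545 in tetO-*GLN4* in the authors' deposited table.

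The shut-off gene was examined first as a check of the labels. *GLN4* (YOR168W) encodes the glutaminyl tRNA synthetase and lies on chromosome XV of the R64 assembly, from 649303 to 651732 on the forward strand. The authors' build is not named in the paper's text, and the gene positions in their tables fall within the R64 loci. In the wild type its FPKM was 199.3 without doxycycline (95% confidence interval 157 to 241) and 199.2 with it (158 to 241). In tetO-*GLN4* grown with doxycycline its FPKM was 30.5 (24.1 to 36.9). Without doxycycline *GLN4* is listed at 0 in this strain with Cuffdiff's status HIDATA, which marks a locus with too many fragments to process, so the 0 is a failed estimate and no fold change of *GLN4* can be given. The overlapping YOR169C shared that status, as did *TEF1*, *TEF2* and *TDH3* in every condition. On the upstream side of *GLN4*, the log2 ratio in tetO-*GLN4* was 0.07 (SD 0.21) for *SWT1* (YOR166C) and -1.32 (SD 0.24) for the ribosomal protein gene *RPS28A* (YOR167C). On the downstream side it was 1.42 (SD 1.15) for YOR170W and 0.57 (SD 0.21) for *LCB4* (YOR171C), which overlap each other and whose reads cannot be separated with certainty. Of these 4 neighbours the confidence intervals of the conditions lay apart for *RPS28A* only. The genes deleted in the strain background, *LEU2*, *LYS2* and *URA3*, are listed at 0 in all 4 conditions. *HIS3* is given the same locus as YOR203W and *DED1* by the authors. Its FPKM was 410 and 413 in the wild type and 332 and 963 in tetO-*GLN4*, without and with doxycycline.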

RNA sequencing was carried out on wild-type and tetO-*GLN4* yeast grown in the presence or absence of doxycycline in order to investigate changes in gene expression in response to Gln4p depletion. For the wild-type strain, no significant differences in expression were detected for any gene, confirming doxycycline itself caused no transcriptomic changes in wild-type yeast in our hands (data not shown). 

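In the authors' deposited table for the wild type, 0 of the 6498 genes tested had a *q* under 0.05, and 76 genes (1.17%) had an unadjusted *p* under 0.05, of which 21 were higher and 55 lower with doxycycline. The smallest *q* in the authors' deposited table was 0.065, shared by 5 genes that were singled out after their values were seen. Computed from the FPKM values, the log2 ratio of these genes was -0.97 (SD 0.22) for *ZRT1* (YGL255W), -0.67 (SD 0.27) for *FIG1* (YBR040W), -0.67 (SD 0.22) for YLR297W, -0.51 (SD 0.20) for YPR157W and 0.86 (SD 0.34) for *SNR17A*, which overlaps *IRC13*. With the FPKM values alone, 67 wild-type genes differed at least 2-fold between the conditions, 32 higher and 35 lower with doxycycline. The confidence intervals of the 2 conditions lay apart for 11 genes, 5 higher and 6 lower. A z test of the log2 ratio with SDs from the confidence intervals and Benjamini-Hochberg adjustment called 6 genes. In the authors' deposited table, 9 of those 11 genes and 5 of those 6 had an unadjusted *p* over 0.05. The log2 ratios had a median of -0.0031 and an SD across genes of 0.23, against the median SD of 0.22 for a single gene. Among the gene lists fixed before the data were examined, the median log2 ratio in the wild type was 0.02 for 83 amino acid biosynthesis genes (percentile 99.6 of 10000 random lists matched on mean FPKM) and 0.0039 for 138 ribosomal protein genes (percentile 8.75). It was -0.12 for 30 general stress genes (95% interval -0.20 to -0.02), below all the random lists and with 27 of the 30 genes below 0, and 0.15 for 11 histone genes (0.01 to 0.32), above all the random lists. For the lists of tRNA synthetases, *UTP* genes, ribosome quality control and initiation factors the medians lay between 0.01 and 0.03. Their percentiles among the random lists were 75.7, 96.1, 61.9 and 97.7, in that order.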

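For tetO-*GLN4*, the authors' deposited table gives a *q* under 0.05 for 3942 of the 6545 genes tested (60.2%), of which 1928 were higher and 2014 lower with doxycycline. An unadjusted *p* under 0.05 was listed for 4152 genes in the authors' deposited table. Other criteria, computed here from the confidence intervals, gave fewer genes in this strain. The intervals of the 2 conditions lay apart for 2037 genes (31.1%), with 987 higher and 1050 lower, and a z test with SDs from the intervals and Benjamini-Hochberg adjustment called 2553 genes (39.0%), with 1236 higher and 1317 lower. In a test on simulated data, that z test recovered 78.5% of 200 changed genes. All of these were simulated as changed at least 2-fold. The share therefore does not tell how many smaller changes the z test misses.

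When the log2 ratios were combined with the *q* under 0.05 of the authors' deposited table, 1218 genes were changed at least 2-fold, 602 upregulated and 616 downregulated. Without regard to *q*, 1356 genes differed at least 2-fold. The median log2 ratio of the tested genes was 0.0071, while its SD across genes was 0.95 against 0.23 in the wild type. The summed FPKM of all genes went from 2.62e+06 without doxycycline to 1.70e+06 with it, because abundant genes decreased, and the mean log2 ratio weighted by FPKM was -0.67. Centring on that weighted mean in place of the deposited scale, an alternative chosen after seeing the data, shifted every log2 ratio up by the same amount and gave 1947 genes changed at least 2-fold, 1770 higher and 177 lower.

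The largest increases among genes with a *q* under 0.05 in the authors' deposited table and an FPKM of at least 1 in both conditions were found for *ARO9* (YHR137W), YLR307C-A, *PUT1* (YLR142W), *IRC13* (YOR235W) and *RTS3* (YGR161C). The FPKM of *ARO9* rose from 1.69 to 207, a log2 ratio of 6.93 (SD 0.29), or 6.27 with a pseudocount of 1. The log2 ratios of the other genes were 4.60 (SD 0.65) for YLR307C-A, 4.32 (SD 0.24) for *PUT1*, 4.21 (SD 1.10) for *IRC13* and 4.19 (SD 0.23) for *RTS3*. *IRC13* overlaps *SNR17A* and *ARO9* overlaps YHR137C-A, so that part of their reads could belong to the overlapping gene. The largest decreases were found for genes expressed in α cells. The FPKM of *MF(ALPHA)2* fell from 4373 to 55.4 (log2 ratio -6.30, SD 0.25) and that of *MF(ALPHA)1* from 11956 to 191 (log2 ratio -5.97, SD 0.22). Their sequences are related, and reads could have been divided between them. *STE3* (YKL178C) and the overlapping YKL177W had log2 ratios of -5.73 (SD 0.25) and -5.87 (SD 0.83), and *SAG1* (YJR004C) had -5.45 (SD 0.22). In the wild type the log2 ratios of the same 10 genes lay between -0.14 and 0.32.

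**Figure D1:**
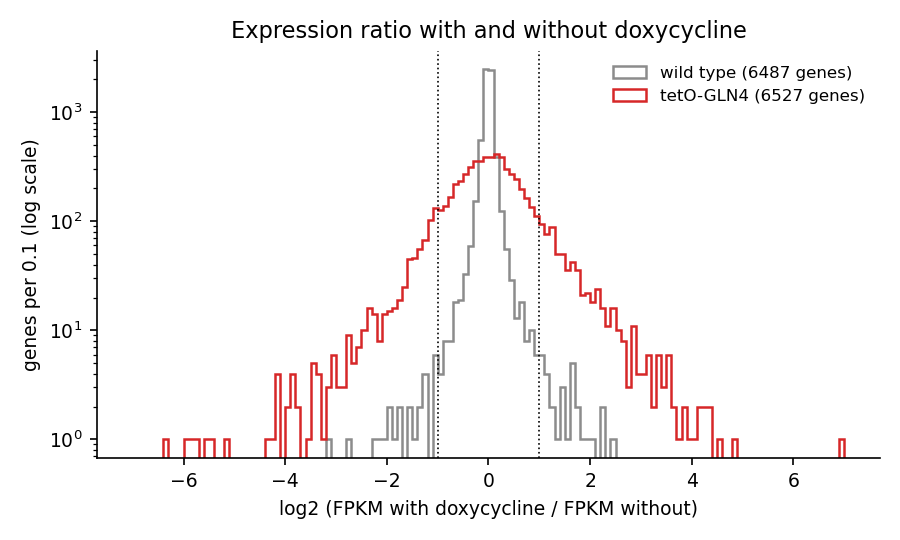
Number of genes (vertical axis, log scale) by log2 ratio of FPKM with doxycycline to FPKM without it (horizontal axis, bins of 0.1) for 6487 wild-type genes (grey) and 6527 tetO-*GLN4* genes (red), with dotted lines at the 2-fold thresholds of -1 and 1. Beyond the axis lie 1 wild-type gene and 2 tetO-*GLN4* genes with ratios over 7, all with an FPKM under 0.1 without doxycycline. Most wild-type ratios lie close to 0, and the tetO-*GLN4* ratios are spread more widely.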

In the case of the tetO-*GLN4* strain dataset, approximately two-thirds of the genes tested showed significant differences in expression in response to doxycycline treatment (*false discovery rate*; *q* < 0.05); of these, ∼1200 genes were either 2-fold up-, or down-regulated.

These transcriptional response to Gln4 shut-off was compared against a previously published dataset in which *GCN4* was induced by amino acid starvation (62). Following merging of the datasets and the removal of non-significant values (where *P* > 0.05), and instances where the induction or repression ratio was <2-fold, expression data for 534 genes matched across the two datasets was available. Overall the *GLN4* shut-off and *GCN4* induction datasets were positively correlated (*R*^2^ = 0.38), and when the subset of 2-fold induced/repressed and significant genes were alone considered, this correlation index was further increased (*R*^2^ = 0.595; Figure 3A) indicating a strong similarity in transcriptional response.

**Figure 3.**
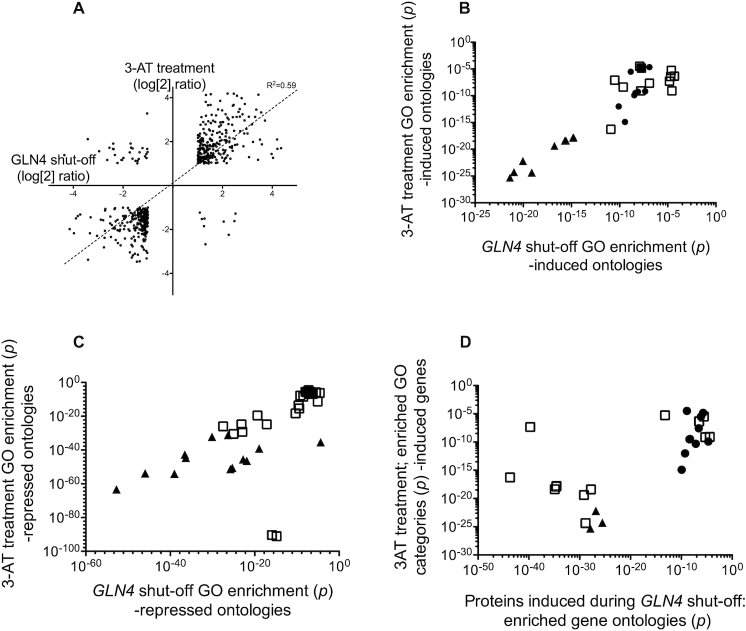
tRNA synthetase shut-off induces a *GCN4* amino acid starvation phenotype. (**A**) Transcript profile analysis of the *GLN4*-shut-off response; comparison of effects of Gln4p depletion and 3AT-induced starvation response on gene expression. Gene expression responses to depletion of Gln4p in the presence and absence of doxycycline was compared with that of a wild-type yeast strain in response to treatment with 100 mM 3AT, which induces an amino acid starvation response through inhibition of histidine biosynthesis. Log_2_ transforms of mRNA induction ratios were plotted for all genes that were common to both datasets in being; (i) statistically significant, and (ii) either >2-fold induced or <2-fold repressed. A line-of-best fit regression analysis is presented. *Panel B:* Gene ontology terms (i) over-represented among *upregulated* genes in response to glutamine tRNA synthetase depletion and (ii) which were also shared with GO classes enriched among genes upregulated in response to 3AT treatment (*P* < 0.05). The corresponding *p*-values of each GO enrichment (*GLN4* and 3-AT) were plotted for every shared GO class. Filled triangles; ontologies including; cellular amino acid biosynthesis, amino acid metabolism ontologies. Filled circles; specific amino acid biosynthetic ontologies (Asp, Met, Arg, sulfur-containing amino acids). A list of all plotted ontologies is presented in Supplementary Table S5. (**C**) Gene ontology terms (i) over-represented among *downregulated* genes in response to glutamine tRNA synthetase depletion and (ii) which were also shared with GO classes enriched among genes downregulated in response to 3AT treatment (*P* < 0.05). The corresponding *P*-values of each GO enrichment (*GLN4* and 3-AT) were plotted for every shared GO class. Triangle symbols; ontologies including; translation, peptide biosynthetic processes, structural constituent of ribosome, cytosolic small and large ribosomal subunit, peptide metabolic process, ribosome. A full list of all plotted ontologies is presented in Supplementary Table S6. (**D**) Gene ontology terms (i) over-represented among *upregulated* proteins (SILAC analysis) in response to glutamine tRNA synthetase depletion and (ii) which were also shared with GO classes enriched among genes upregulated in response to 3AT treatment (*P* < 0.05). The corresponding pair-wise *P*-values of each GO enrichment (*GLN4* and 3-AT) were plotted for all shared GO classes. Filled triangles; ontologies including; cellular amino acid biosynthesis, amino acid metabolism ontologies. Filled circles; specific amino acid biosynthetic ontologies (Asp, Met, Arg, sulfur-containing amino acids). A full list of all plotted ontologies is presented in Supplementary Table S7.

These lists of genes were analysed for gene ontology (GO) term enrichment (63). Among upregulated genes in each dataset, ∼50 statistically significant GO terms were enriched in the *GCN4* and *GLN4* data sets. Of these, 31 were common to both datasets, with the majority corresponding to amino acid biosynthetic processes. This corresponded to a Jaccard (*J*) overlap index of 0.42; Jaccard indices range from 1 (complete overlap) to 0 (no overlap of significant GO categories) where }{}$J = frac{{A\mathop \cap \nolimits B}}/{{A\mathop \cup \nolimits B}}$ i.e. intersection over union for sets *A* and *B*. 

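The comparison with 3-AT treatment rests on a published dataset that was not analysed here, and the values that follow are those of tetO-*GLN4*. A list of 83 amino acid biosynthesis genes, fixed before the data were examined and without the *HIS3*, *LEU2* and *LYS2* genes mutated in the strain, had a median log2 ratio of 1.03 (95% interval 0.87 to 1.10 over 1000 draws when the FPKM values were redrawn within their confidence intervals). This median was above those of all 10000 random lists of the same size matched on mean FPKM, whose median was -0.39. The log2 ratio was above 0 for 70 genes and below 0 for 13, and 42 rose and 6 fell at least 2-fold. The confidence intervals of the conditions lay apart for 53 higher and 10 lower genes. Of the 83 genes, 63 were higher and 12 lower with a *q* under 0.05 in the authors' deposited table, and the *p* values of the authors' deposited table gave 64 and 12 when adjusted over the list alone. Centred on the FPKM-weighted mean, the alternative that moved it most, the list median was 1.71.

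After *ARO9*, the largest increases in the list were those of *STR3* (YGL184C), with an FPKM of 27.2 without and 326 with doxycycline (log2 ratio 3.58, SD 0.23), and *LYS1* (YIR034C), with an FPKM of 106 and 1084 (log2 ratio 3.36, SD 0.23). The genes that decreased most belong to sulfate assimilation and one-carbon metabolism. *MET3* (YJR010W) had a log2 ratio of -2.39 (SD 0.23), *MET14* (YKL001C) of -1.52 (SD 0.22) and *SHM2* (YLR058C) of -1.49 (SD 0.23).

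GO terms were tested among the 602 upregulated genes with a one-sided Fisher's exact test against all 6545 tested genes. The annotation was the set of terms attached to each coding sequence of the R64 annotation on experimental evidence, without parent terms, which differs from the annotation used in the paper. Of 1242 terms with at least 5 tested genes, 7 had an adjusted *p* under 0.05 (Benjamini-Hochberg). The smallest adjusted *p* was shared by L-arginine biosynthetic process, with 5 of 5 genes (adjusted p = 0.00583, exact test), and by methionine biosynthetic process and mannose transmembrane transporter activity, with 6 of 8 genes each. The other 4 terms also concerned transmembrane transport, of hexoses or in general. Of the 31 terms of Supplementary Table S5, 5 could be tested with this annotation and 2 had an adjusted *p* under 0.05.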

The 31 GO categories of over-expressed genes common to the *GCN4* and *GLN4* datasets also showed highly correlated *P*-values for GO enrichment (*R*^2^ = 0.88; not shown).

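Ribosomal protein genes were examined as a list. In tetO-*GLN4* the 138 genes whose symbol is *RPL*, *RPS* or *RPP* followed by a number had a median FPKM of 4702 without doxycycline and 2300.5 with it, and a median log2 ratio of -1.07 (95% interval -1.13 to -1.01). All 10000 random lists matched on mean FPKM had a higher median, and the median of the random lists was -0.72, so that abundant genes in general were also lower. The log2 ratio was below 0 for 134 genes and above 0 for 4, and 93 genes decreased at least 2-fold. The confidence intervals of the conditions lay apart for 124 lower and 0 higher genes. Of these genes 130 were lower and 3 higher with a *q* under 0.05 in the authors' deposited table, and the *p* values of the authors' deposited table gave the same counts of 130 and 3 when adjusted over the list alone. Most members have a near-identical paralog, so values of single members are uncertain. Centred on the FPKM-weighted mean, the median log2 ratio of the list was -0.40.

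Among the 616 downregulated genes, 26 of the 1242 GO terms had an adjusted *p* under 0.05 in Fisher's exact test. Cytoplasmic translation was found for 59 of its 106 tested genes, where 9.98 were expected by chance (adjusted p = 1.28e-30, exact test), and structural constituent of ribosome for 73 of 192 (adjusted p = 3.90e-25, exact test). Maturation of SSU-rRNA from the tricistronic transcript was found for 18 of 64 genes (adjusted p = 0.00124, exact test) and 90S preribosome for 19 of 78 (adjusted p = 0.00544, exact test). Terms for the cell wall and glycolytic process passed the same threshold. With all genes at a *q* under 0.05 in the authors' deposited table in place of those changed 2-fold, 78 terms passed. The 18 *UTP* genes of the SSU processome, which acts in ribosome biogenesis, had a median log2 ratio of -0.28, lower than 95% of the matched random lists, and 15 of the 18 were below 0. On the scale centred on the FPKM-weighted mean their median was 0.39, so the direction of this list depends on the scaling. Of the *UTP* genes 9 were lower and 1 higher with a *q* under 0.05 in the authors' deposited table, and these counts were the same when adjusted over the list alone.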

In a similar manner, the list of genes downregulated in both *GLN4* and *GCN4* experiments (Figure 3C) yielded 41 over-represented and significant GO terms common to both datasets that centred on translation and ribosome biogenesis. Together these results support the hypothesis that depletion of Gln4p triggers the induction of a *GCN4*-mediated amino acid starvation response, in agreement with the observed increased activation of *GCN4* mRNA translation exhibited in response to doxycycline treatment (Figure 2).

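On the deposited scale, the level of *GCN4* mRNA differed between the conditions by less than its SD. *GCN4* (YEL009C, chromosome V, 138918 to 139763, reverse strand) had an FPKM of 2798 (95% confidence interval 2156 to 3441) in untreated tetO-*GLN4* and 2942 (2264 to 3620) with doxycycline, a log2 ratio of 0.07 (SD 0.23), and its *q* in the authors' deposited table was 0.663. In the wild type its log2 ratio was -0.01 (SD 0.23). *GCN2* (YDR283C), which encodes the kinase activated by uncharged tRNA, had an FPKM of 16.1 and 16.3 and a log2 ratio of 0.02 (SD 0.20), with a *q* of 0.893 in the authors' deposited table. Centred on the FPKM-weighted mean, an alternative that for single genes was chosen after seeing the data, the log2 ratios were 0.75 for *GCN4* and 0.69 for *GCN2*. That centring adds the same amount to every gene, so these values do not single out either gene. Centred on the median of the tested genes the log2 ratios were 0.07 and 0.01, so the size of the difference depends on the scaling. The 20 other cytoplasmic tRNA synthetase genes, without *GLN4*, had a median log2 ratio of -0.29, which lay at percentile 44.3 of the matched random lists and was thus like that of other genes of their abundance. On the centred scale it was 0.38. The extremes of that list were *THS1* (-0.92, SD 0.24), *SES1* (-0.84, SD 0.24) and YNL247W (-0.76, SD 0.24) on the lower side and YHR020W (0.56, SD 0.24), *KRS1* (0.40, SD 0.23) and *DPS1* (0.22, SD 0.24) on the upper side. In the authors' deposited table 9 of the 20 were lower and 2 higher with a *q* under 0.05, the same counts as when adjusted over the list alone. In the wild type the median log2 ratio of the same 20 genes was 0.01.

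From the correlation between the *GLN4* and *GCN4* datasets across genes (Figure 3A), the GO terms for amino acid biosynthesis shared by their upregulated genes, and the terms for translation and ribosome biogenesis shared by their downregulated genes (Figure 3C), the paper reasons towards the hypothesis that depletion of Gln4p sets off an amino acid starvation response mediated by *GCN4*. The paper joins this to the increase in *GCN4* translation measured with the lacZ reporter (Figure 2), a step that these mRNA levels do not measure. Beyond these, the paper reports phosphorylation of eIF2α, SILAC protein ratios and a reporter response on *KRS1* shut-off. It also reports that deleting *GCN2* removed the reporter response in tetO-*GLN4*.

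**Figure D2:**
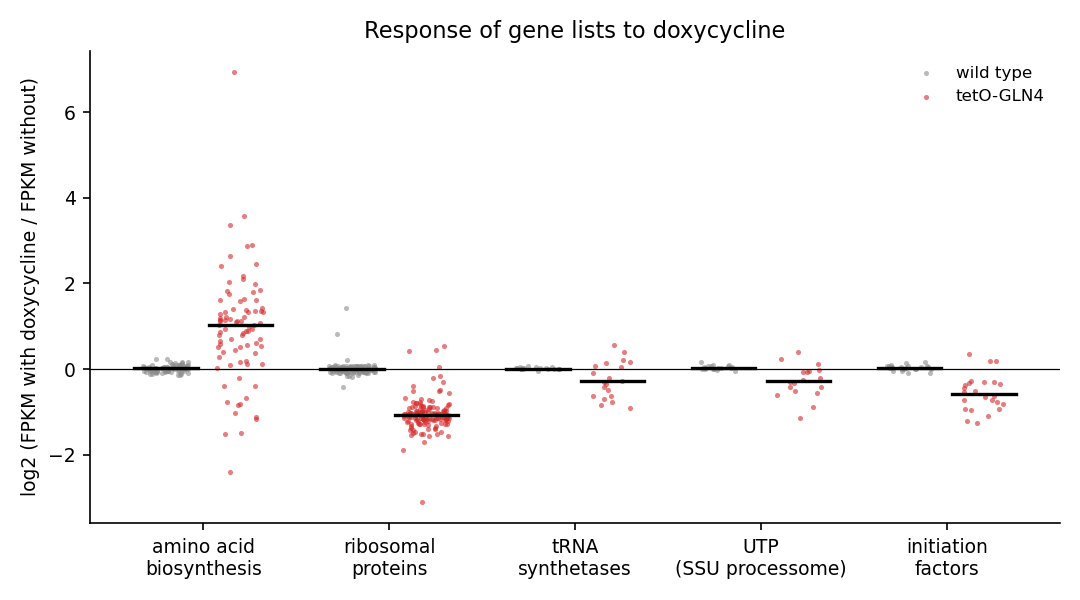
log2 ratio of FPKM with doxycycline to FPKM without it (vertical axis) for each gene of 5 lists in the wild type (grey) and tetO-*GLN4* (red), with black bars at the list medians. In tetO-*GLN4* the medians are 1.03 for amino acid biosynthesis, -1.07 for ribosomal proteins, -0.29 for tRNA synthetases, -0.28 for *UTP* genes and -0.58 for initiation factors, and all would move up by the same amount if centred on the FPKM-weighted mean, which turns the last 3 positive; the wild-type medians lie near 0.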

To further corroborate these results, and to attempt to identify particular proteins whose expression is particularly affected by compromised glutamine tRNA charging, changes in the tetO-*GLN4* proteome in response to Gln4p depletion were examined via SILAC mass spectrometry, with the tetO-*GLN4* strain grown in ‘light’ (+ 1 μg/ml doxycycline) or ‘heavy’ (0 μg/ml doxycycline) minimal media. Heavy/light ratios were recorded for ∼785 proteins. As before, a threshold log_2_ (fold change) value of ± 1 was set to indicate potential biological relevance.

Analysis of the heavy/light ratios of 15 000 peptides revealed 215 proteins showing increased expression while just 21 were detected with reduced expression at 2-fold reduction. Reducing this stringency to 1.4-fold then included a larger group of proteins in which was a significant number of ribosomal proteins (*P* = 1.7E–10), consistent with the *GCN4* response which defines a shut-down of ribosomal synthesis (62) (Supplementary Table S8). Gene ontology analysis of the proteins SILAC-enriched by doxycycline treatment showed clear enrichment for multiple amino acid biosynthetic pathways, both general (alpha amino acid biosynthesis) and specific (biosynthesis of Arg, Lys, Gln and Asp respectively). GO class enrichment in the SILAC *GLN4* shut-off data showed a Jaccard overlap index of 0.29 with the *GCN4* transcriptomic dataset over 28 gene ontology classes, mirroring the results of the *GLN4* shut-off transcriptomics. Similar ontological classes were over-represented in the SILAC protein analysis during *GLN4* depletion as during 3-AT-treated transcriptomic analysis (Figure 3D). The analysis clearly indicates that Gln tRNA synthetase depletion induces transcriptional and proteomic responses mapping closely onto the *GCN4* induction response, with the induction of amino acid biosynthetic pathways.

### Glutamine tRNA synthetase shut-off does not trigger ribosome queues on polysomes

The depletion of glutamine tRNA synthetase is assumed to cause defects in tRNA^Gln^ charging, leading to slow growth. The assumption was that uncharged tRNA was accumulating, causing Gcn2p kinase activation and a Gcn4p transcriptional response (Figures 2 and 3). We therefore examined whether a shortage of glutamine tRNAs was causing a ribosomal queuing phenotype, leading to an altered polysome profile indicative of the accumulation of large polysomes.

Accordingly, ribosomal extracts from cycloheximide-treated cells in mid-log phase were prepared. TetO-*GLN4* yeast were grown in doxycycline overnight, establishing a steady state of reduced Gln4p. We also treated the tetO-*GLN4* yeast strain with a short, defined doxycycline time-course. We reasoned that if there were homeostatic cellular responses to Gln4p depletion that allowed cells in some way to adjust to the imposed restriction, treating cells for a short period with doxycycline may reveal ribosome queuing effects that would otherwise be masked by steady-state doxycycline exposures.

Cells were therefore grown overnight to steady state in medium containing either 0, 1 or 5 μg ml^−1^ doxycycline. Cycloheximide was added to freeze the polysomes on the mRNA, and polysomes analysed using sucrose gradients (Figure 4). The results showed clearly that there was no accumulation of large polysomes in the doxycycline-treated cultures, and in fact the ratio of polysomes to monosomes decreased, indicative of a weak initiation block (Figure 4A and B). We therefore used a time-course protocol, where cells at early log phase (OD_600_ = 0.1), were exposed to doxycycline for either 4 or 8 h, and polysomes analysed. However, the results showed only a mild reduction in the ratio of polysomes to monosomes, again indicative of a weak initiation block (Figure 4A).

**Figure 4.**
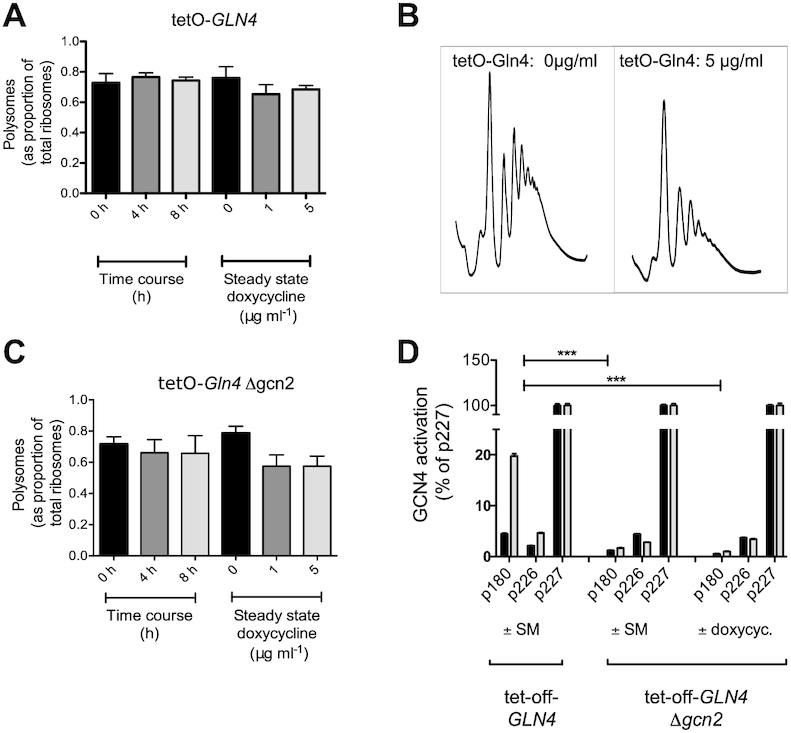
tRNA synthetase depletion does not cause the accumulation of larger polysomes. (**A**) Polysomal ribosomes inhibited with cycloheximide were extracted from a tetO-*GLN4* yeast strain either grown overnight to steady state in either 0, 1 or 5 μg ml^−1^ doxycycline, or exposed to 5 μg ml^−1^ for 0, 4 or 8 h. Triplicate gradients were run for each condition, error bars represent ±1 standard deviation, *n* = 3. Significance at the *P* < 0.05 level is indicated by an asterisk. (**B**) Typical polysome traces are shown for a tetO-*GLN4* wild-type untreated with doxycycline, (left) or treated with 5 μg ml^−1^ doxycycline overnight (right), showing some loss of polysomes but no accumulation of large polysomes. (**C**) Polysomal ribosomes inhibited with cycloheximide were extracted from a tetO-*GLN4* Δ*gcn2* yeast strain either grown overnight to steady state in either 0, 1 or 5 μg ml^−1^ doxycycline, or exposed to 5 μg ml^−1^ for 0, 4 or 8 h. Triplicate gradients were run for each condition, error bars represent ±1 standard deviation, *n* = 3. Significance at the *P* < 0.05 level is indicated by an asterisk. (**D**) The non-*GCN4* inducing phenotype of the Δ*gcn2* mutant was tested using the *GCN4*-response lacZ reporter plasmids p180, p226 and p227. The response of the tetO-*GLN4* p180 transformant to SM reveals the expected *GCN4* induction response of approximately 20%. This response is lacking in the tetO-*GLN4* Δ*gcn2* deleted strain (p180 bars) treated with either SM or 5 μg ml^−1^ doxycycline. Control lacZ measurements (grey bars) are compared with those in the presence of either the isoleucine synthesis inhibitor sulfometuron methyl (SM), or 5 μg ml^−1^ doxycycline (black bars), as indicated.

We reasoned that since the doxycycline-induced Gln4p depletion caused a *GCN4* response, it was possible that Gcn2 kinase phosphorylation of the eIF2 initiation factor would cause the initiation block indicated by the polysome profiles. The *GCN2* gene was therefore deleted using CRISPR–Cas9. To confirm the effect of the deletion, we showed it was no longer possible to induce a *GCN4* response by treatment with sulfometuron methyl, an inhibitor of amino acid biosynthesis, nor by treatment with doxycycline (Figure 4D). The latter experiment confirms that the induction of Gcn4 through doxycycline treatment in the tet-off *GLN4* strain is mediated via Gcn2 kinase, and validates the results of phospho-eIF2 immuno-blotting (Supplementary Figure S2). Repetition of the polysome analyses, using either the steady state or time-course protocols again revealed profiles typical of weak initiation blocks, rather than of ribosomal queuing with accumulation of large polysomes (Figure 4C). Overall the results indicate that in response to tRNA synthetase depletion, despite evidence for the accumulation of uncharged tRNA and *GCN4* induction, there was nevertheless no evidence for ribosome queuing, even when *GCN2* was ablated.

### Simulation of the effects on synthetase depletion using a global model of translation; an autogenous feedback loop links synthetase activity to growth rate and maintains levels of charged tRNA

A global mathematical model of translation (Global Translation Model) of mRNAs by ribosomes was developed, which defines a population of ribosomes, tRNAs and codon biased transcriptome as described (Materials and Methods). The model includes a description of the tRNA charging process by a population of 20 types of tRNA synthetase. We thus deployed this to simulate the effects of Gln4 depletion in yeast. One of the main outputs of the Global Translation Model is the average protein production rate, (essentially, the ribosomal ‘current’ along the mRNA), which can be used as a proxy for the growth rate of the cell (64,65). Our model correctly predicts a decrease in the global current/protein production rate as the number of Gln4p molecules is decreased in response to doxycycline (Figure 5D, blue solid line), in accordance with the experimental results in (Figure 1D). The model also reproduces the plateau obtained in the growth rate as the number of Gln4p molecules is overexpressed. Note that the relatively large error bars arise from the large variability of the protein production rate among different GO-Slim categories (see Figure 5I).

**Figure 5.**
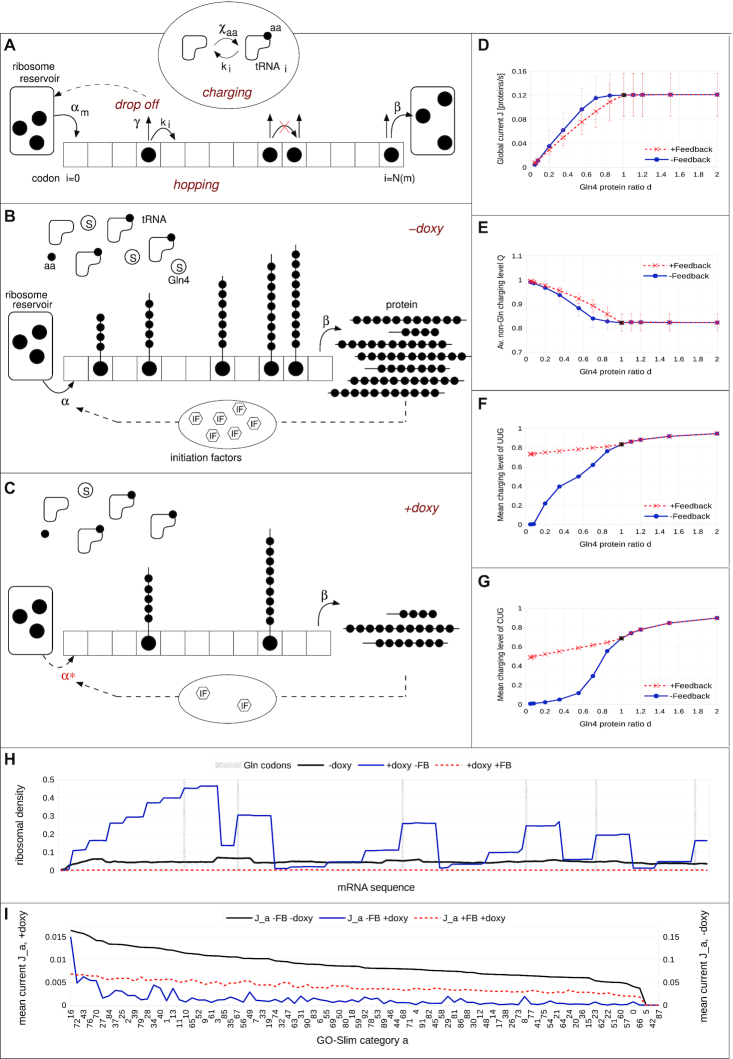
Simulation of a comprehensive translation system comprising tRNAs, ribosomes and codon-biased mRNAs to analyse tRNA synthetase depletion. (**A**) Global translation model of mRNAs by ribosomes including competition for tRNAs, tRNA synthetase and ribosomes. The ribosome from the reservoir enters the mRNA-lattice }{}$m$ via the initiation rate }{}${\alpha _m}$ at the first lattice site, codon }{}$i = 0$, and terminates with the constant rate }{}$\beta$ at the last lattice site, codon }{}$N( m )$. On the lattice, the ribosome translates the codon }{}$i$ with the hopping rate }{}$k( i )$ and may unbind from the lattice with the drop off rate }{}$\gamma$. If the next codon is occupied, translation is not allowed. Note, that the ribosome has a footprint }{}$W = 9,$ i.e. the next codon is codon }{}$i + W$ (not shown here). Translating a lattice site uses a charged tRNA which then will be recharged via the charging rate }{}${\chi _{aa}}$ according to the corresponding amino acid (aa). (B, C) Link between doxycycline and tRNA charging with and without feedback: Conceptual idea of the feedback loop, model without (**B**) and with (**C**) doxycycline: Due to the feedback loop, the initiation rate is reduced proportional to the rate of protein production. In the presence of doxycycline, the number of glutamine synthetases (denoted by S) decreases. As a consequence, the ribosomal speed along the mRNA decreases and fewer proteins are produced per unit time, and so, less initiation factors. This in turn decreases the initiation rate. Hence, the ribosomal current also decreases, thereby decreasing the demand for glutamine synthetases. This is why in the presence of doxycycline the charging level of glutamine in (F) and (G) is almost the same as in the case without doxycycline. (**D**–**G**) Doxycycline regulation of global protein synthesis and thus growth rate: The global current }{}$J$(D), the average non-glutamine tRNA charging level }{}$\langle Q \rangle$(E) and the mean charging level }{}$Q$ of the two glutamine tRNAs (F) UUG and (G) CUG with (red, dashed lines, crosses) and without (blue, solid lines, circles) feedback loop as functions of the Gln4 protein ratio }{}$d$. Note, that }{}$d = 1$ corresponds to zero doxycycline (black circles and crosses) and, e.g. }{}$d = 0.035$ to a doxycycline concentration of }{}$0.5$ μg/ml. (**H**) Ribosomal density profiles along an mRNA from GO Slim category 16 (cytoplasmic translation), which has six glutamine codons, position is highlighted by the grey, dashed lines. The situation without doxycycline is represented by the black line. Note that it is the same for both models, with and without feedback, since the feedback is only effective in the presence of doxycycline. The blue line corresponds to the situation with doxycycline, a Gln4 protein ratio of 5%, but without feedback. Here, ribosomes queue behind the glutamine codons and a highly inhomogeneous profile is visible. In contrast, when the autogeneous feedback mechanism is turned on (red, dashed line) ribosomes are equally distributed in low density all over the mRNA, with no queueing visible. For more details of the latter, see Supplementary materials. (**I**) The mean current }{}${J_a}$in each GO-Slim category assorted descending (from category 16 to category 66) for the situation without doxycycline (black line). In the presence of doxycycline, the blue line corresponds to the situation without feedback mechanism and the red, dashed line represents the current with feedback loop. Note that the non-doxycycline current is plotted on the secondary axis due to an order of magnitude difference compared to the situation with doxycycline. Note, that the categories 5, 42 and 87 (see Supplementary Table S2) are not represented within our downscaled system. The category key can be found in Supplementary Table S11.

As the glutamine tRNA synthetase Gln4p is depleted from the cell, as expected the model predicts that charging levels of both tRNA^UUG^_Gln_ and tRNA^CUG^_Gln_ markedly decrease (Figure 5F and G, blue solid line). As a consequence, the translation (hopping) rates associated with the corresponding CAA and CAG codons reduce and ribosomal queues form behind those codons (Figure 5H). The reduced flow of ribosomes along mRNAs causes a global decrease in the protein production rate. Note that as we overexpress Gln4 the charging levels of the glutamine tRNAs increase, since the charging rate increases with the synthetase concentration.

Interestingly, the charging level of all other non-glutamine tRNAs increases to 100% as Gln4p is completely depleted from the system (Figure 5E; blue solid lines). As ribosomes stall and queues develop, the demand for non-glutamine tRNA decreases dramatically, whereas their supply rate, defined by the corresponding values of *V_max_*, remains constant. As a consequence, their charging levels increase up to 100%. Hence, the model correctly predicts a reduction in the growth rate of the cell upon Gln4p depletion. However, although the model predicts ribosomal queue formation due to depletion of Gln-tRNA^Gln^, polysome analysis revealed no evidence of queues (Figure 4B).

To resolve this conflict, we considered the fact that initiation rate decreases with decreasing growth rate. We hypothesized that the reduction in the global protein production rate directly feeds back on the initiation factor and ribosome production (66). We therefore integrated a homeostatic negative feedback loop into the model: as the rate of glutamine tRNA charging slows due to Gln4 depletion, so does the initiation rate, and fewer ribosomes enter the mRNAs. Note that in principle, the influence on the translation initiation rate is non-linear due to accumulative effects, but our analysis has shown that the most important influence seems to be the reduction in the initiation factors availability (see Supplementary Materials for a detailed discussion). To implement this negative feedback loop into the model we assumed that the initiation rate constant α_0_ decreases proportional to the growth rate. Therefore, we choose a linear decrease with the amount of Gln4p in the cell. In particular, we used }{}${\tilde{\alpha }_0} = \ d{\alpha _0}$, where }{}$d\ = [{\tilde{E}_{Gln}}\ ] / [{E_{Gln}}]$ is the Gln4 protein ratio and }{}${\tilde{\alpha }_0}$ denotes the initiation rate constant in the presence of doxycycline.

To provide experimental evidence to support the introduction of this homeostatic feedback loop in the model as above we confirmed first that the reduction in growth rate accompanying tRNA synthetase depletion causes a concomitant reduction in translation initiation factor expression. Analysis showed that of 24 translation initiation factor genes, 21 were significantly transcriptionally repressed in response to doxycycline treatment in the *GLN4* tet-off strain (Supplementary Table S9). 

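The 24 genes of Supplementary Table S9 were re-examined in tetO-*GLN4*. The FPKM with doxycycline was lower than without it for 21 genes and higher for 3, and 3 genes decreased at least 2-fold. In the authors' deposited table all 21 lower genes had a *q* under 0.05, and the *p* values of the authors' deposited table also gave 21 when adjusted over the list alone. At a *q* under 0.01 in the authors' deposited table, 15 remained. The confidence intervals of the conditions lay apart for 10 of the 21 genes, and the z test with SDs from the intervals called 12. The largest decreases were those of *TIF34* (YMR146C), with an FPKM of 771 without and 323 with doxycycline and a log2 ratio of -1.26 (SD 0.24), and *TIF3* (YPR163C), with an FPKM of 888 and 384 and a log2 ratio of -1.21 (SD 0.24). *GCN3* (YKR026C) had a log2 ratio of 0.36 (SD 0.21) and a *q* of 0.00384 in the authors' deposited table, but its confidence intervals overlapped (67.1 to 101 without and 86.4 to 130 with doxycycline). *SUI2* (YJR007W) and *GCD7* (YLR291C) had log2 ratios of 0.20 (SD 0.23) and 0.18 (SD 0.21), and neither had a *q* under 0.05 in the authors' deposited table (0.183 and 0.182).

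The median log2 ratio of the 24 genes was -0.58 (95% interval -0.72 to -0.43). Of 10000 random lists matched on mean FPKM, 244 had a lower median, and the median of the random lists was -0.24. In the wild type the 24 log2 ratios lay between -0.09 and 0.16. All were smaller in size than the median SD of these genes in tetO-*GLN4* (0.23), so criteria built on such SDs may be strict. The median of the 24 wild-type log2 ratios, 0.03, was at percentile 97.7 of the random lists, so a percentile near an end can go with a small shift. The number of lower genes rests on the deposited scale, since centring shifts every gene alike. Relative to the FPKM-weighted mean, an alternative that for this count was chosen after seeing the data, 10 of the 24 genes were lower and the list median was 0.088, while the position of the list among the random lists stayed at percentile 2.44.

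**Figure D3:**
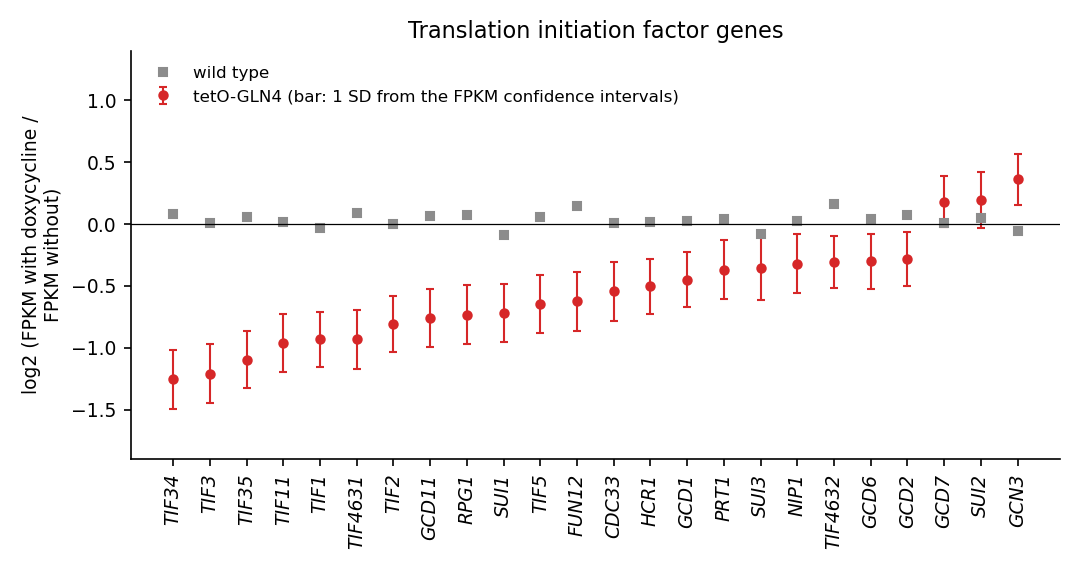
log2 ratio of FPKM with doxycycline to FPKM without it (vertical axis) for each of the 24 translation initiation factor genes, ordered by their value in tetO-*GLN4* (red circles, bars of 1 SD from the FPKM confidence intervals) and shown with the wild type (grey squares). In tetO-*GLN4* the values run from -1.26 for *TIF34* to 0.36 for *GCN3*, on the deposited scale; centred on the FPKM-weighted mean, 10 of the 24 would lie below 0.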

We also confirmed that the reduction in growth rate accompanying tRNA synthetase depletion causes a concomitant reduction in ribosome content. We created a strain of yeast in which ribosomal protein uL23 (also referred to as RPL25) is tagged with GFP. This allowed us to accurately quantify the numbers of ribosomes per cell based on quantitation of fluorescence in a cell lysate. We grew this strain across a range of doxycycline conditions and measured ribosome content. In the absence of doxycycline, there were 250 000 ribosomes per cell, in excellent agreement with published values (66). This reduced in a dose-responsive manner as doxycycline reduced the cellular content of Gln tRNA synthetase, and thus the growth rate (Figure 6). We also qualitatively measured GFP fluorescence per cell using cell cytometry, confirming the same doxycycline-dependent decrease (Figure 6). We thus confirmed that the reduced growth rate caused by doxycycline-shut-off of Gln4p is indeed associated with reduced cellular ribosome content, as well as a reduction in expression of 21 of the 24 translation initiation factors.

**Figure 6.**
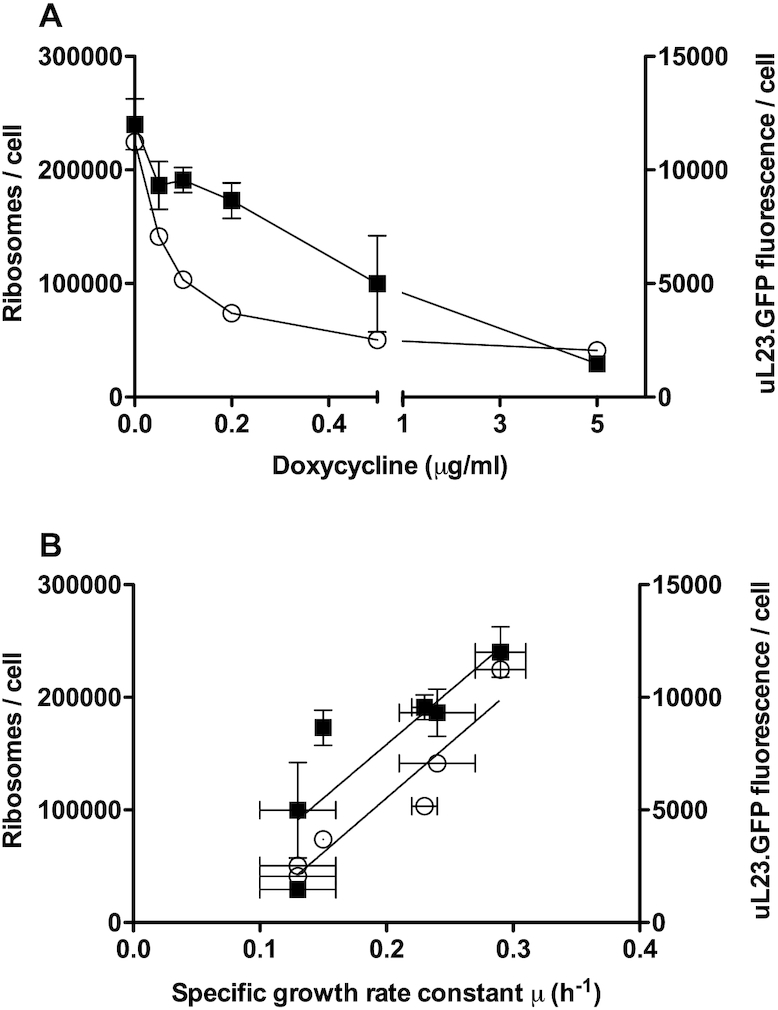
Cellular ribosome content reduces with growth rate as tRNA synthetase is depleted. The cellular content of ribosomes in the tet-off, Gln-tRNA synthetase strain grown to mid-log phase was calculated using fluorescence quantification of GFP-tagged uL23 (RPL25) in cell lysates across a range of doxycycline concentrations (closed squares represent mean ribosome content, *n* = 3, ± standard deviation). In parallel, the geometric mean fluorescence per cell was quantitated in arbitrary fluorescence units per cell using flow cytometry across the same range of doxycycline concentrations and growth rates in 15 000 cells (open circles represent geometric mean ribosome content, *n* = 3, ± standard deviation [horizontal error bars] for the growth rate determination). Results are plotted against doxycycline concentrations (**A**) and the specific growth rate constant (**B**).

Crucially, with the incorporation of the negative feedback loop, simulations of ribosome density profiles no longer exhibit ribosomal queues (Figure 5H, and Supplementary Figure S4 including Supplementary Table S10), in agreement with the polysome profile experiments. Now we obtain a quite homogeneous density profile (Figure 5H; red dashed line). Note that ribosomal density on the lattice decreases strongly compared to the situation without doxycycline, with a smaller ribosomal pool causing reduced rates of translation initiation.

The average protein production rate still decreases as a function of the Gln4p abundance (Figure 5D; red dashed line), in good agreement with the measurements (Figure 1D). However, at first sight it seems counter-intuitive that the global current is very similar with and without feedback (Figure 5D, compare blue and red lines), since with feedback the initiation rate is strongly reduced. The explanation is in part that without feedback, flow is reduced because ribosomes queue, and with feedback, flow is reduced because there are fewer ribosomes on the mRNA (including for CAG-rich mRNAs; see Supplementary Figures S5 and S6). However, there are also mRNA-specific effects. To understand this, we analysed how each GO-Slim category is affected (Figure 5I). Here, the black line represents the mean current for each GO-Slim category without doxycycline, where the categories have been sorted in descending order according to their current (rate of translation). The blue and the red line correspond to the mean current for each category in the presence of doxycycline, without (blue line) and with (red line) the feedback mechanism.

Without the feedback, the proportion of each type of GO-Slim protein in the simulation is markedly affected. This can be seen by the curve not strictly decreasing and having strong fluctuations. The different categories respond differently due to CAG codon content. For example, category 16 (cytoplasmic translation), comprised of highly codon biased mRNAs, has only 0.03% of CAG codons equating to 0.04 CAG codons per mRNA on average. Consequently, its current is the least affected by doxycycline. In contrast, category 66 (regulation transport, with poor codon bias) has 0.9% of CAG codons, corresponding to 8.6 codons per mRNA on average and is the most affected by doxycycline (Supplementary Materials). With the negative feedback loop now incorporated, the curve (Figure 5I; red line) is much smoother, maintaining the descending order in the current almost perfectly. Therefore, the proportion of different types of proteins in the cell is maintained despite Gln4 depletion, and the inclusion of feedback restores the composition of the cell at the functional level.

Importantly however, the model incorporating feedback makes a clear, non-intuitive prediction: The charging levels of the glutamine tRNAs stay almost constant, decreasing only slightly as Gln4p is depleted (Figure 5F and G). This is in contrast to the prediction made by the model without feedback. Intuitively, this is because with feedback, the initiation rate decreases as we deplete the system of Gln4p. As a consequence, the current of ribosomes along mRNAs decreases, as does the demand for glutamine tRNAs. The charged level of glutamine tRNAs thus only decreases slightly with doxycycline treatment. Hence, the feedback mechanism homeostatically restores the balance between the rate at which glutamine tRNAs are charged and the rate at which they are used.

This slight decrease in the charging level of glutamine tRNAs is enough to cause an increase in the charging level of non-glutamine tRNAs: As we have seen, the decrease in the Gln-synthetase levels causes a drop of global translation rate. As a consequence, the demand for non-Gln tRNAs also decreases. However, the fact that the *V_max_* of non-Gln synthetases are unaffected by doxycycline leads to an increase in the charged levels of non-Gln tRNAs. Note that the feedback mechanism is only effective in the presence of doxycyline, i.e. as the number of Gln4p molecules is overexpressed (i.e, in the absence of doxycycline), the two models coincide, see (Figure 5D–G).

In summary, the simulation results including the negative feedback loop are consistent with the lack of ribosomal queuing observed in the polysome analysis (Figure 4), as well as the impact that depletion of Gln4p has on the growth rate. The model also makes a clear, non-intuitive prediction, namely that the charging level of the glutamine tRNAs remains approximately constant across a range of doxycycline concentrations, since a fewer number of ribosomes start translation, thereby limiting the demand for charged glutaminyl tRNAs. All other tRNAs become over-charged due to an excess charging capacity. We therefore set out to validate this prediction experimentally, below.

### The proportion of glutamine-charged tRNAs is not affected by glutamine synthetase depletion

The mathematical model makes the clear, non-intuitive prediction that the charging level of a given tRNA stays almost constant as its tRNA synthetase is depleted from the system, whereas the charging level of all the other tRNAs increases. To validate these predictions, tRNAs were extracted either from *tetO-GLN4* (glutaminyl-tRNA synthetase shut-off) or *tetO-KRS1* (lysyl-tRNA synthetase shut-off) cells grown in a range of doxycycline concentrations. tRNAs were resolved on denaturing polyacrylamide gel, blotted and probed with biotin-labelled oligonucleotides specific for either the tRNA whose cognate synthetase is being depleted, or a control tRNA not directly affected by this depletion.

In the case of the lysyl-tRNA synthetase shut-off, the results clearly show that as the concentration of doxycycline increases, as the model predicts the proportion of charged lysine tRNA does not reduce, even increasing somewhat (Figure 7A and B). The control, arginyl-tRNA charging levels also remained constant across a range of doxycycline concentrations and decreasing growth rates (Figure 7A and B). In the case of the glutaminyl tRNA synthetase shut-off, there was also no reduction in the ratio of charged to un-charged tRNA in response to doxycycline treatment (Figure 7C and D). In parallel, the control tRNA, in this case lysyl-tRNA, also did not reduce in response to doxycycline, and gradually increased as the model predicts (Figure 5E).

**Figure 7.**
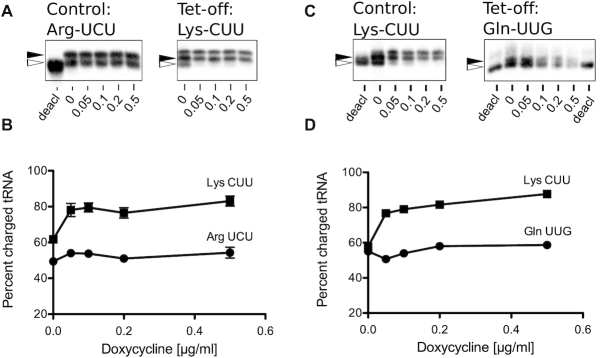
The proportion of charged tRNAs is not reduced by tRNA synthetase depletion. (**A**) Northern blots of control tRNA^Arg^_UCU_ and tet-off tRNA^Lys^_CUU_ isolated from a tetO-*KRS1* (lysyl -tRNA synthetase shut-off) strain grown in a range of doxycycline concentrations up to 0.5 μg ml^−1^. Blots include a control lane of pH 8-treated tRNA to provide a marker of deacylated tRNA (open arrow, ‘deacl’). The slower migration position of acylated tRNA is indicated (closed arrowhead). Results shown are typical of other biologically independent experimental replicates. There is a linear relationship between signal and image intensity. The images shown are of single blots and are not composite (2μg total RNAs loaded per lane). (**B**) Quantification of the northern blot showing average % tRNA charging (UCU-Arg; closed circles) and CUU-Lys (closed squares). Means of three biological replicates on independent blots ± standard deviation (*n* = 3). (**C**) Northern blots of control tRNA^Lys^_CUU_ and tet-off tRNA^Gln^_UUG_ isolated from a tetO-*GLN4* (glutaminyl-tRNA synthetase shut-off) strain grown in a range of doxycycline concentrations, and band intensities quantified (**D**; UUG-Gln; closed circles and CUU-Lys; closed squares; 2 μg total RNAs loaded per lane).

The experimental result therefore validates the model predictions, and explains that as the activity of any individual tRNA synthetase decreases, the charging level of its target tRNA is paradoxically preserved, because the rate of translation initiation decreases as growth rate (and therefore ribosome content) also reduces. The translational demand for charged glutamine tRNAs is therefore matched with the capacity of the synthetase to supply them. Moreover, there is some experimental evidence that the charging level of the other tRNAs may increase as a consequence, as predicted by the model.

### Model simulation of uncharged tRNA sequestration by the tRNA synthetase network

The model prediction that the levels of uncharged glutamine tRNA change only slightly with increasing doxycycline is validated by the tRNA Northern blot experimental observation (Figures 5 and 7). These results are however apparently at odds with the earlier observations that treating the *tetO-GLN4* cells with doxycycline induces a *GCN4* amino acid starvation response, indicative of the accumulation of uncharged tRNA. To address this paradox, we noted two facts; (i) that in a cell undergoing active translation, a proportion of the uncharged tRNA existing at any moment in time is bound to the tRNA synthetase as the tRNA undergoes catalytic conversion, and (ii) there are thought to be ∼20 000 Gln4p molecules per cell (58,67). It is significant that there are approximately 100 000 tRNA^Gln^ in the cell (66,68), of which measurements indicate 20% (i.e. 20 000) are uncharged in an actively growing cell. This suggests a hypothesis that under normal physiological conditions, some proportion of the uncharged tRNA population may be effectively sequestered by the tRNA synthetase.

We sought to test this hypothesis using a simple model (Figure 8A), which assumes that uncharged tRNA population is divided between a *bound* state }{}$( b )$, where the tRNA is uncharged but bound to the corresponding synthetase enzyme and an *empty* (uncharged and unbound) state }{}$( e )$. The third state in Figure 8A is the *charged* state }{}$( c )$ where the tRNA is charged with its corresponding amino acid. The total number }{}$T_i^t$ of tRNAs of type }{}$i$ stays constant }{}$T_i^t = T_i^c\ + ( {T_i^e + T_i^b} )$ and the number of uncharged tRNA is then given by }{}$T_i^u = T_i^e\ + T_i^b$.

**Figure 8.**
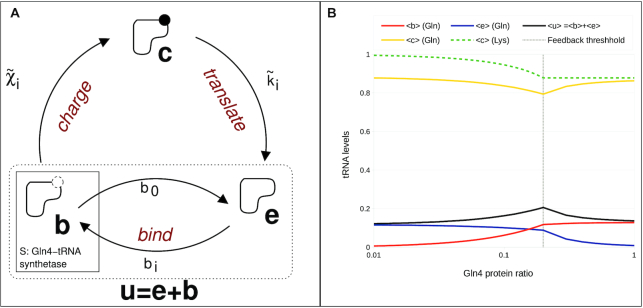
Analysis of the levels of free tRNA in a synthetase-depleted strain using model simulation. *Panel A;* Synthetase sequestration model for tRNAs: When we measure uncharged tRNA, some of it is synthetase-associated, captured mid-reaction, but still uncharged. Hence, two intermediate states are introduced: the ‘bound’ state }{}$( b )$, and the ‘empty’ state }{}$( e )$; the tRNA with amino acid is in the ‘charged’ state }{}$( c )$. The transition from the empty state to the bound state, during which the synthetase associates with the tRNA at the binding rate }{}${b_i}$, depends on the synthetase concentration }{}$[ {{E_i}} ]$, and the number of ‘empty’ tRNAs }{}$T_i^e$ of amino acid of type }{}$i$. The reverse transition }{}${b_0}$describes the dissociation of the synthetase-tRNA complex and therefore depends on the number }{}$T_i^b$of ‘bound’ tRNAs. The transition from ‘bound’ (b) to ‘charged’ (c) state occurs at rate }{}${\tilde{\chi }_i}$, and it is affiliated with the catalytic rate }{}${k_{cat,i}}$ and it also depends on the number }{}$T_i^b$of ‘bound’ tRNAs. The transition between the ‘charged’ (c) and the ‘empty’ (e) state is governed by the doxycycline sensitive hopping rate }{}${\tilde{k}_i}$, incorporating the feedback, and it depends on the number }{}$T_i^c$of ‘charged’ tRNAs. *Panel B*; Resulting plot of the steady state charging levels of the glutamine tRNAs as a function of the Gln4 protein ratio; using the Gillespie algorithm, the three-state-network of all 20 amino acids was simulated for different doxycycline factors. Yellow line: mean level }{}$\langle c \rangle$ of charged glutamine tRNAs; red line: mean level }{}$\langle b \rangle$ of bound glutamine tRNAs; blue line: mean level }{}$\langle e \rangle$ of empty glutamine tRNAs; Black line: mean level }{}$\langle u \rangle = \langle e \rangle \ + \langle b \rangle$ of uncharged glutamine tRNAs; green dashed line: mean level of charged lysine tRNAs. The grey dashed line indicates the feedback threshold }{}$d = 0.2$: for Gln4 protein ratios smaller than 0.2 the usage rate decreases analogously to the growth rate.

The Synthetase Sequestration Model (SSM) explicitly considers two main steps in the process of aminoacylation: first, the tRNA is bound by the synthetase, and in a second step, the amino acid is attached to the tRNA. We refer to these two different states as to *bound* and *charged*. In the bound state, the tRNA is bound to the synthetase but uncharged, i.e. the tRNA is *sequestered* by the synthetase. Our model predicts how the balance between the three different tRNA states (*empty*, *bound* and *charged*) changes depending on Gln4p availability.

In the bound state, tRNA is not available to react with Gcn2 kinase, which detects uncharged tRNA and activates the *GCN4* amino acid starvation response (69). Therefore, when the synthetase concentration drops in response to doxycycline, there are fewer synthetase molecules available to bind to the tRNA, so that }{}$T_i^e$ increases at the expense of }{}$T_i^b$. Crucially, the increased amount of *empty* (*e*) tRNA is now available to react with Gcn2, and trigger the *GCN4* response.

The results show that both the charged and uncharged levels of the glutamine tRNAs change only slightly, but the composition of the uncharged glutamine tRNAs changes strongly: without doxycycline, }{}$d = 1$, the simulation reveals that almost all uncharged tRNAs are in the bound state (Figure 8). In the presence of doxycycline, due to the reduced Gln4 synthetase concentration, the bound level lessens in favour of the empty level. Moreover, the mean level of charged lysine tRNAs increases to 100% as the Gln4 protein ratio decreases. The lysine tRNAs are representative of all non-glutamine tRNAs.

We assume that the transition between the empty and the bound state occurs at rate }{}${b_i} = {k_{1,i}}\ {E_i} \cdot T_i^e$, where }{}${k_{1,i}}$ is the rate constant and the number of free synthetase molecules is given by }{}${E_i} = {\tilde{E}_{0,i}}\ - T_i^b$, where }{}${\tilde{E}_{0,i}}$ is the total amount of synthetase molecules of this type and }{}$T_i^b$ is the number of synthetase-tRNA complexes. Here, doxycycline reduces only the Gln4 protein, and the Gln4 protein ratio is denoted by }{}$d\ = {\tilde{E}_{0,Gln}}\ /{E_{0,Gln}}$, where }{}${\tilde{E}_{0,Gln}}$ and }{}${E_{0,Gln}}$ denote the total number of Gln4p in the presence and absence of doxycycline, respectively. Hence, }{}${\tilde{E}_{0,i}} = {E_{0,i}}$ for all other amino acids. The reverse transition }{}${b_0} = {k_0}\ T_i^b$ describes the dissociation of the synthetase–tRNA complex, with the rate constant }{}${k_0}$.

The transition between the bound and the charged state is governed by the charging rate }{}${\tilde{\chi }_i} = {k_{2,i}}\ T_i^b$, where the rate constants }{}${k_{2,i}}$ are proportional to the catalytic rates }{}${k_{cat,i}}$ used in the GTM.

During the transition between the charged and empty state, the amino acid is transferred to the nascent polypeptide. Therefore, the transition rate between the charged and empty state is given by ribosomal current (translation rate). This can also be understood as the tRNA usage rate, and analogous to the GTM, we assume that this transition rate is given by }{}${\tilde{k}_i} = \ f \cdot {k_3} \cdot T_i^c$, with the rate constant }{}${k_3}$ and where }{}$f$ is a coupling feedback factor by which the usage rate of all tRNAs decreases as a function of the Gln4 concentration. Based on the experimental data presented in Figure 1D on how the growth rate depends on the glutamine synthetase ratio, we define a stepwise linear function with }{}$f = 5d$ for }{}$d < 0.2$and }{}$f = 1$ otherwise, where }{}$d$ denotes the glutamine synthetase ratio, as before. This reflects the fact that if the growth rate is not affected by doxycycline, then the charged tRNA usage rate should not be affected either. However, as the growth rate decreases, the initiation rate also decreases, thereby lowering the charged tRNA usage rate. The resulting synthetase sequestration model in Figure 8A (simulated using a multiple-copy 3-state network; Supplementary Information) considers a charging cycle for each amino acid and a total number of tRNAs in multiples of the corresponding gene copy number.

Interestingly, due to the coupling feedback factor, this relatively simple model reproduces the predicted charging level of non-glutamine tRNAs in the GTM: the charging level (lysine is shown) increases in the presence of doxycycline (Figure 8B). The coupling feedback factor reflects the decreasing growth rate, and translation rate of the cell in the presence of doxycycline. However, doxycycline only reduces Gln4p charging rate, therefore charging of non-glutamine amino acids then becomes the dominating form of transition in the process.

Importantly, the synthetase sequestration model predicts that in the absence of doxycycline, the greater proportion of uncharged tRNA is located in the *bound* state }{}$( b )$ (Figure 8B). Adding doxycycline then increases the number of *empty* tRNAs in state }{}$( e )$ at the expense of tRNAs in the bound state }{}$( b )$. This result suggests that with the reduction in population of glutamine tRNA synthetases, although the total amount of uncharged tRNA remains more or less unchanged (as shown experimentally in Figure 7), doxycycline depletes Gln4p, causing a reduced capacity to sequester uncharged tRNA. The ratio of (*b*):(*e*) tRNAs is shifted in favour of a higher proportion of *empty* (*e*) tRNA, which can activate the Gcn2 kinase. This accounts for an activation of *GCN4* even while the proportion of uncharged tRNA is relatively stable.

## DISCUSSION

tRNA synthetases play a central role in the translation process, maintaining a supply of aminoacylated tRNAs sufficient to supply translation elongation. Underscoring their importance, there is a growing list of human genetic diseases linked to human tRNA synthetase genes. These cause a range of neurological and neurodevelopmental defects (16,70,71). To better understand the molecular aetiology of such disorders, we established a doxycycline-dependent glutamine tRNA synthetase shut-off system in which levels of tRNA synthetase could be controlled by doxycycline in a dose-dependent manner.

Our initial characterization of synthetase depletion effects using quantitative Western blotting confirmed reductions in growth rate when the Gln4p cellular content drops below approximately 20 000 copies per cell, in close agreement with estimates for the physiological Gln4p abundance in yeast of 17 000 molecules per cell (58,59). This indicates a tuned maintenance of tRNA synthetase levels in the cell sufficient to support the translational demands of the elongating ribosome population.

Intuitively, during active growth, a restriction in the charging capacity of tRNA synthetase might be expected to generate increased levels of uncharged tRNA, which activate Gcn2 kinase. Gcn2 can also be activated in a deacylated tRNA-independent manner in mouse (72) although it is not certain this happens in yeast. Gcn2 activation would act as a signal of amino acid starvation and, via phosphorylation of translation factor eIF2α, induce translation of *GCN4* transcription factor (62). This chain of events forms part of the so-called Integrated Stress Response (ISR), a series of sensors and responses that focus on regulation of protein synthesis in response to a range of imposed stresses (73). In fact, for both Gln- and Lys-tRNA synthetase shut-off events, our studies revealed just such an effect in response to doxycycline, with induction of a *lacZ* reporter gene under *GCN4* translational control (Figure 2 and Supplementary Figure S7), and a cell-wide transcriptional response highly similar to a *GCN4* transcriptional response (66; Figure 3). We considered additionally that reduced levels of charged tRNA might cause mistranslation, but tRNA synthetase depletion did not cause enhanced sensitivity to the translation error-inducing drug hygromycin B (Supplementary Figure S7).

Although increased levels of uncharged glutamine tRNAs should cause ribosomal queuing at CAA and CAG glutamine codons, in fact there was no evidence of shifts to larger polysomes in response to doxycycline (Figure 4). We reasoned that the formation of queues may be limited by the *GCN4* response, which slows translation initiation via eIF2α phosphorylation, limiting the feed of ribosomes onto the transcriptome. However, ablating the *GCN2* kinase gene during doxycycline restriction of Gln4 did not reveal any shift to larger polysomes (Figure 4). In order to understand why this might be so, we applied mathematical modelling to simulate the restriction in supply of charged tRNA to translation. The global model of translation used is to the best of our knowledge the first model that tracks the charged status of all tRNAs as they cycle through translation, become deacylated, and are then recharged by tRNA synthetases. The model tracks a fixed population of ribosomes as they initiate, elongate and terminate on a population of mRNAs with codon compositions matching those of the GO-Slim gene ontologies. It thus provides a fine-grained view of how translation responds to changes in the cellular Gln4p levels.

The model confirmed a series of experimental observations. First, simulating a reduction in the concentration of Gln4p produced slowed rates of translation (indicated in the model as a reduced current of ribosomes; Figure 5D), matching experimental observation (Figure 1). Slow growth will drive slower rates of initiation, via mass action principles. This was implemented in the model by the introduction of feedback; reductions in Gln4 levels drive reduced rates of translation initiation. In fact, this effect would also have been exacerbated by the *GCN4* response (Figures 2 and 3), through Gcn2 kinase phosphorylation of eIF2α. Simulations including the feedback effect mirrored experimental observation, namely that doxycycline restriction of Gln4 causes a global slow-down of translation initiation that prevents ribosomal queue formation (Figure 5H). Essentially, mRNA translation becomes initiation limited (76) because of the limitation in tRNA charging capacity. Crucially however, the model made two testable predictions; first, that non-glutamine tRNA populations should become fully charged with amino acid during doxycycline treatment. Essentially, the entire translation system is regulated by the availability of Gln-tRNA^Gln^, and other tRNAs are utilised at slower rates, creating excess capacity in the population of 19, non-Gln synthetase species. The second prediction was that paradoxically, there should be only minor reductions in the levels of charged glutamine tRNAs, despite our detection of a *GCN4* response in the presence of doxycycline. Nevertheless, Northern blot analysis of tRNA charging confirmed both predictions (Figure 7); the tRNA^Lys^ population became increasingly charged in a doxycycline-responsive manner during Gln tRNA synthetase shut-off, while the levels of charged glutamine tRNA were essentially unaltered across a range of doxycycline concentrations. The maintenance of tRNA charging, despite synthetase depletion was also seen the in case of the lysyl-tRNA in the second lysyl-tRNA synthetase shut-off strain, validating the model predictions.

To address the intriguing, apparent contradiction of a *GCN4* starvation response but with unaltered levels of tRNA^Gln^ charging, a minimal *synthetase sequestration* model simulated the effects of reducing cellular Gln4p synthetase, while levels of charged, and uncharged tRNA were monitored. Crucially, the latter species was further defined in terms of uncharged tRNA that is synthetase-bound (*b*) and that which is unbound, ‘empty’ (*e*) tRNA (Figure 8). The model clearly showed that under normal physiological conditions of active translation, with 80% typical charging levels of tRNA, the 20% uncharged tRNA population is held in the bound state by the synthetase population, masking it from the Gcn2 kinase. However, in the presence of doxycycline, levels of Gln4p drop, and the ability of the Gln4p population to sequester uncharged tRNA during the charging process is diminished. Levels of unbound ‘*e*’ tRNA rise, allowing Gcn2 activation. This explains the clear signature of the *GCN4* response in response to doxycycline while tRNA charging levels are maintained (Figures 2 and 3).

Our study makes clear predictions concerning the molecular aetiology of the human tRNA synthetase gene mutations which cause a wide range of neurological, and neurodevelopmental defects (16). The model predicts potentially distinct effects on accumulation of unbound tRNA depending on whether a mutation alters the catalytic rate constant (*k_cat_*) of the tRNA synthetase, the affinity (*K_M_*) of the synthetase for tRNA or its expression level. The latter mimics the doxycycline shut-off model implemented in our study, which triggers a *GCN4* response. For example, valine synthetase (VARS) mutations that cause microcephaly and seizures can cause both loss of charging function, and exhibit much reduced expression (71). These would be predicted to trigger the ISR via Gcn2 activation due to a limited ability to sequester the cognate uncharged tRNA. Supporting the link between the ISR and neurological defects, mutations in translation initiation factor eIF2B also cause a range of neurological defects, including vanishing white matter (VWM) (74,75). Some of these mutations compromise eIF2B’s guanine exchange factor (GEF) activity for eIF2, and are thus predicted to reduce the threshold for triggering the ISR/*GCN4* response.

Similar processes may operate in some types of tRNA synthetase mutation, where the synthetase sequestration model indicates unbound, uncharged tRNA is available to trigger a *GCN4* response. Overall the combined experimental and model simulation analysis explains how levels of charged tRNA are maintained despite the reductions in a given tRNA synthetase, because slowed growth leads to reductions in ribosome content and translational activity; this homeostatically matches demand for charged tRNA to its supply. However, as the synthetase sequestration model presented makes clear, depletion of Gln tRNA synthetase limits its capacity to sequester tRNA during the charging reaction. Thus, a greater proportion of the uncharged tRNA is available to react with Gcn2 kinase, triggering an amino acid starvation *GCN4* response. Our study reveals fundamental new insight into the role of the tRNA synthetase population in sequestering uncharged tRNAs, thus limiting the ability of the uncharged tRNA population to interact with the Gcn2 kinase, central to triggering a *GCN4* response. The study further identifies how the biochemical properties conferred by any given tRNA synthetase mutant may confer distinct molecular and thus disease phenotypes in human.

## DATA AVAILABILITY

The RNA-sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (37) and are accessible through GEO Series accession number GSE126435 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126435).

Separate from the RNA seq analysis, this research uses systems biology approaches and mathematical modelling; both models have been made publically available (listed and linked in the Supplementary Material file).

The code for the Global Translation Model is available through available through the European Bioinformatics Institute Biomodels database with the following submission identifier: MODEL2001080004.

The code for the Synthetase Sequestration model is available through the European Bioinformatics Institute BioModels database https://www.ebi.ac.uk/biomodels/ with the following submission identifier: MODEL2001080005.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the European Bioinformatics Institute PRIDE partner repository with the dataset identifier PXD017140.

## Supplementary Material

gkaa055_Supplemental_File Click here for additional data file.

# Supplementary material for: The molecular aetiology of tRNA synthetase depletion: induction of a GCN4 amino acid starvation response despite homeostatic maintenance of charged tRNA levels
**Source:** Nucleic Acids Res. 2020 Feb 4;48(6):3071–88. doi: 10.1093/nar/gkaa055
**Supplement:** gkaa055_Supplemental_File

## Supplementary Materials

### Stochastic simulations

#### **Global translation model:**

We use the Gillespie algorithm (1) to generate reactions taking place at random times according to their propensities. The Global Translation Model (GTM) is based on the Totally Asymmetric Simple Exclusion Process (TASEP) and has four main types of reactions: A ribosomal particle may i) enter the lattice, ii) translocate on the lattice, which uses up one tRNA, iii) leave the lattice by dropping off at any site of the lattice or terminating at the last lattice site, or iv) an uncharged tRNA may be recharged. Note that the ribosomal particles have a footprint of size  $W$  codons. In the following, 'ribosome' means the translational site of the ribosome, i.e., the translocation from the initiation lattice site  $i = 0$  to  $i = 1$  is only possible if the lattice site  $i = W + 1$  is empty.

We start at time  $t = 0$  with  $M$  empty mRNAs, each of which has  $N_m$  lattice sites. Moreover, all tRNAs are charged,  $T_i^t = T_i^c$ . After a dwell time  $\tau$ , which is drawn from an exponential distribution determined by the propensities at that time point, the next reaction is randomly chosen.

Then, all propensities, numbers of species and state of the lattices are updated, and the procedure is repeated until the predefined end time  $t_{max}$ . We allow a certain transient time before we store the information of density profiles and the properties, in order to make sure that we reach the steady state, i.e., the total integration time considered to compute average quantities is  $t = t_{max} - t_{trans}$ .

#### **Specification of parameters; Global Translation Model**

A real *S. cerevisiae* cell has  $10^7$  codons (derived using a knowledge of mRNA numbers and types per cell (2)),  $3 \times 10^6$  tRNAs (3) and  $2 \times 10^5$  ribosomes (4).

We chose a downscaling factor of 20 for our reduced system, corresponding to  $5 \times 10^5$  codons and  $10^5$  tRNAs. We include  $1.5 \times 10^3$  individual mRNAs with individual length according to the gene ontology classification, see Table S11. All other parameters are downscaled accordingly: the downscaled system contains  $10^4$  ribosomes,  $1.5 \times 10^5$  tRNAs (downscaled from total tRNAs/cell estimated at  $3 \times 10^6$  (3)). The abundance of each tRNA species is assumed to be proportional to the tRNA gene copy number, with a factor of proportionality of  $T_i = 526$  for the 20-fold downscaled cell (see Table S3; (57)).

Note that the number of ribosomes in the reservoir changes in time. The fraction of ribosomes in the cell which are engaged in translation has been calculated for our setup to 75%, which is close to the value reported in (6). Then, the number of free ribosomes in the cytoplasm is given by 25%, i.e.,

in our downscaled cell, we have on average 2500 ribosomes available for initiation in steady state. Note that the simulation starts with empty mRNAs, i.e., initially, all ribosomes are free.

The initial initiation rates are listed in Table S2 for the downscaled cell, with the average initiation rate amounting to  $\langle \alpha \rangle = 0.15/s$ .

The maximum charging rate for the tRNA-synthetases  $V_{max,i}$  is estimated by dividing the total number of each amino acids incorporated into proteins during the cell lifetime by the abundance of the corresponding tRNA-synthetases (7)(8). Interestingly, the  $V_{max,i}$  values highly correlate with the tRNA gene copy number. The values of the Michaelis-Menten constants  $K_{M,i}$  are not known for all synthetases, but the fact that the charging level of tRNAs under physiological conditions has been estimated to be 80% across different tRNA species (9-13) implies that the ratio  $\xi = V_{max,i}/K_{M,i}$  is similar for all different synthetases (see Table S4). We use the 80% charging level to estimate this ratio in the simulations (we use the charging capacity of  $\xi = V_{max,i}/K_{M,i} = 5/s$ ). Note that this ratio is proportional to the aminoacylation efficiency  $k_{cat,i}/K_{M,i}$ .

Considering wobble base pairing via the wobble factor  $w(j)$  for each codon  $j$ , we reduce the hopping rates of the codons which use the G-U wobble by 39% compared to their G-C wobble counterparts, and those of codons using the I-G wobble by 36% relative to their I-U counterparts, based on the results in (14). In addition to these choices, a 60% reduction has been introduced for the so-called 'missing tRNAs' which are non-perfect matches and which do not have a supplement (15). All wobble examples are listed together with the initial hopping rates in Table S3 for the downscaled cell.

The hopping rate  $k(j)$  for each codon  $j$  is proportional to the number  $T_j^c$  of charged tRNAs for this type of codon, with the proportionality factor  $r$ . Considering the wobble base pairing, the hopping rate becomes  $k(j) = rT_j^c w(j)$ . In order to determine the proportionality factor  $r$ , we use the fact that the average hopping rate has been estimated to be  $\langle k(j) \rangle = 10/s$  (6)(16)(17). Starting with the assumption of a homogeneous charging level of 80% in the cell, the number of charged tRNAs is estimated as  $T_j^c = 0.8 T_j^t = 0.8 T t GCN(j)$ . Then, the average hopping rate over all codons is given by  $\langle k(j) \rangle = r 0.8 T t \sum w(j) GCN(j) / N$  where the sum is over all codons  $j = 1, \dots, N$ . For a given system size, we can now retrieve the factor of proportionality  $r$ , and for the considered downscaled system we obtain  $r = 3.696 \times 10^{-3}$ . Note that although the average value does not depend on the system size and does not change throughout the simulation, the hopping rate in every single Gillespie step depends on the number of charged tRNAs of the corresponding type.

Furthermore, we use the drop-off rate  $\gamma = 5.6 \times 10^{-3}/s$  as estimated (18) and the termination rate  $\beta = 38.81/s$  (19).

The average codon length of mRNA for each GO-Slim class was calculated. The ratio between total number of codons within this category and the number of mRNAs defines the average length of the single representative mRNA of this category. Then we determined the average number of each codon on the representative mRNA by dividing the number of codons of that type by the number of mRNAs within this category. Note that doing so, we neglected codons due to rounding effects, but the loss is less than 0.5%.

The code for the Global Translation Model is available through <https://www.ebi.ac.uk/biomodels/> (23) with the following submission identifier following submission identifier: [MODEL2001080004](#). The code is written in C language and adapts some of the structures developed in (22) to access the codons of the mRNA lattices.

### ***Synthetase Sequestration Model***

The synthetase sequestration model includes four main transitions for each amino acid type  $i$ : the binding rate  $b_i$ , the charging rate  $\tilde{X}_i$ , the usage rate  $\tilde{k}_i$ , and the synthetase-tRNA-complex dissociation rate  $b_0$ . We start at time  $t = 0$  with 20 amino acids, with a starting configuration where all tRNAs are *empty*, i.e., the number of empty tRNAs is  $T_i^e = T_i^t$  and the number of bound and charged tRNAs is zero. To ensure steady state results, we allow the transient time  $t_{trans} = 5 \times 10^8$  steps to pass before we start to record the number of *charged*, *bound* and *empty* tRNAs of each amino acid type. The average charging level  $\langle c_i \rangle$  is equal to the number of charged tRNAs of type  $i$ , weighted by the time the individual tRNAs of type  $i$  stay in the charged state, divided by the total number of tRNAs of this type and the total run time. Likewise, we obtain the bound level  $\langle b_i \rangle$  and the empty level  $\langle e_i \rangle$ .

The synthetase sequestration simulation is carried out for the whole cell, i.e., we use the values from Table S4 for the number  $E_{0,i}$  of synthetase molecules and the catalytic rate  $k_{cat,i}$ . The number of synthetase molecules reflects the total amount of synthetase in the cell, i.e, the free synthetase molecules and the ones captured within the synthetase-tRNA-complexes. However, the binding rates depend on the number of free synthetase molecules, i.e,  $E_i = \tilde{E}_{0,i} - T_i^b$ . Note that it is the total amount which is affected by doxycycline for the glutamine case:  $\tilde{E}_{0,Gln} = dE_{0,Gln}$  with the Gln4 protein ratio  $d$ .

The code for the Synthetase Sequestration Model is available through the BioModels database <https://www.ebi.ac.uk/biomodels/> (23) with the following submission identifier: [MODEL2001080005](#)

### **Specification of parameters; Synthetase Sequestration Model**

The usage rate constant  $k_3 = 0.1/s$  is estimated to represent the average translation rate. The charging rate constants  $k_{2,i} = ak_{cat,i}$  are fitted to comply an average charging level of 80%, which leads to the factor of proportionality of  $a = 0.2$ . The  $k_{cat,i}$  and the enzymatic concentrations of the synthetases  $E_{0,i}$  are chosen analogously to the global translation model (Table S4). Note that as a matter of consistency, we adjust the number of glutamine synthetase molecules to the construct,  $E_{0,Gln} \approx 10^5$ .

The rate constants  $k_0 = 43/s$  and  $k_{1,Gln} = 0.007/s$  are taken from Uter (20). Note that we have converted the units of the binding rate constant. Using the quasi equilibrium approximation  $K_{M,i} = k_0/k_{1,i}$ , the binding rate constants of the other amino acids are derived by the relation  $V_{max,i}/K_{M,i} = E_{0,i}k_{cat,i}/(k_0/k_{1,i})$ . Corresponding to the global translation model, the Michaelis-Menten constant  $K_{M,i} \propto V_{max,i}$  is proportional to the charging velocity  $V_{max,i} = E_{0,i}k_{cat,i}$  with the factor of proportionality  $\xi = 15$ , which is thought to be the same for all tRNAs, and estimated by using  $K_{M,Gln} = 5414$  molecules per cell, corresponding to the value given in Uter (20). Note that in the stochastic simulation we reach a steady state in the bound level, since we never run out of substrate, as the tRNAs are replenished throughout the cycle. Additionally, the dissociation rate constant  $k_0 \gg k_{2,i}$  is much larger than the charging rate constants, and therefore, the conditions are fulfilled for the approximation to be appropriate.

### **General expression for the usage rate**

For each tRNA the  $usagerate = \sum M_u n_{u,i} J_u$  is proportional to the ribosomal current  $J_u$  along the mRNA of type  $u$ , the number  $M_u$  of copies of mRNA of type  $u$ , the number  $n_{u,i}$  of codons on the mRNA of type  $u$  decoded by tRNA of type  $i$ .

Every time a ribosome hops with rate  $k_j$  from one codon to the next, a charged tRNA is used. Together with the ribosomal density  $\rho_j$ , the usage rate can be expressed by

$usagerate = \sum M_u \sum k_{p(j),u} \rho_{p(j),u} (1 - \rho_{p(j)+1,u})$  with the position  $p(j),u$  of the  $j^{th}$  codon which is decoded by tRNA  $i$  on mRNA of type  $u$ .

### **Autogenous Feedback**

For the Global Translation Model (GTM) autogenous feedback we analysed different effects that reduced growth rate has on the initiation rate. In the GTM, the initiation rate is given by  $\alpha = \alpha_0 R_{free}$ , where  $R_{free}$  denotes the number of free ribosomes in the cytoplasm (not engaged in translation), and

$\alpha_0$  is a proportionality constant that comprises other effects on the initiation, such as the availability of initiation factors or secondary structures on the 5' UTR. In principle, in response to stress we expect that both  $\alpha_0$  and  $R_{free}$  are reduced ( $\alpha_0$  decreases because the number of initiation factors can be assumed to decrease with the growth rate, and  $R_{free}$  decreases because ribosomes are coupled to the growth rate). Given the experimental data on how the number of ribosomes decreases with Gln4p (Fig. 6), we tested what are the effects of the reduction of  $\alpha_0$  and  $R_{free}$  on the simulation results.

Using the data in Figure 6 for calibration of the ribosomal reduction, we obtain the simulation results shown in Fig. S5: when comparing these results to the ones obtained with no feedback (blue solid line), we see that the effect of ribosome reduction is very minor. However, the reduction in the initiation factors availability and therefore  $\alpha_0$  (assumed to decrease proportionally to the growth rate) has a marked effect (shown as a solid red line in Fig. S5), especially on the charging level of the Glutamine codons. Therefore, for the sake of simplicity, we have now only considered the effect of the reduction in  $\alpha_0$ .

Moreover, we analysed the effects of tRNA reduction with decreasing growth rate, since in principle not only ribosomes but also tRNAs are downregulated under stress, e.g., through the TOR pathway (21). In order to assess the effect of downregulation of tRNA on our results, we have tested the effects of a tRNA feedback in the GTM, by reducing the amount of tRNA proportionally to the experimentally obtained reduction in ribosomal content. The results are shown in Fig. S5. The green dashed line shows the results of the model incorporating the tRNA feedback. By comparing these results with the ones obtained with the GTM with no feedback (blue solid line), we see that the reduction of the number of tRNAs under stress has only a very minor effect. Therefore, we have neglected it for the sake of simplicity and do not consider tRNA reduction in the rest of the model simulations.

### ***Correlation analysis of the current and the glutamine content***

To address the question whether the mRNAs with a high glutamine codon density are more sensitive to increased doxycycline concentration, we did a correlation analysis of the ratio  $J_a(+doxy)/J_a(-doxy)$  of the current with and without doxycycline of the GO-Slim category a with the glutamine codon content per mRNA within this GO-Slim category.

In the GTM with no feedback, there is a strong correlation between  $J_a(+doxy)/J_a(-doxy)$  and the CAG codon content (Spearman's correlation coefficient of -0.88). Depletion of charged Gln tRNAs causes elongation arrests, and therefore, a reduction in the current.

With autogenous feedback, on the other hand, there is a strong reduction in the correlation with the glutamine content (Spearman's correlation coefficient of 0.22), which is not surprising, because here, the balance between supply and demand is restored; translation initiation rate is decreased so that the charged Gln tRNA available can keep up with the demand.

Note that there is a weaker correlation between reduction in current and the non-rare CAA codon content per mRNA (Spearman's correlation coefficients -0.76 without feedback and 0.18 with feedback).

Figure S3 (panel A) shows the correlation between the CAG content of a mRNA within GO-Slim category a and the ratio  $J_a(+doxy)/J_a(-doxy)$  with (red line) and without (blue line) feedback. In panel B, the ratio  $J_a(+doxy)/J_a(-doxy)$  with (red line) and without (blue line) feedback together with the CAG content (green line) of a mRNA within GO Slim category a is shown for each GO-Slim category a, ranked by the doxycycline influence on the ratio  $J_a(+doxy)/J_a(-doxy)$  without feedback.

### ***Synthetase sequestration at different charging levels***

As a matter of consistency with the literature, we used the average 80% tRNA charging level as data to parameterise our model. If we instead use 60% tRNA charging level, as suggested by the experimental results in Fig. 7, the results remain qualitatively the same as shown in Fig. S1A.

The glutamine charging level stays more or less constant whereas the empty level increases with increasing doxycycline concentration (decreasing Gln4 protein ratio) at the expense of the bound level.

Note that a smaller global charging level of the cell leads to a smaller global current. Therefore, the response on doxycycline evolves slightly differently. We use the GTM to inform the SSM how the threshold for the doxycycline sensitive response of the usage rate is shifted; for 80% charging the feedback for the SSM is apparent at Gln4 protein ratio 0.2 which corresponds to the threshold current  $J_{thresh} = 0.03/s$  (see Fig. S1B). For 60% charging, however, this value of the current is already reached at the Gln4 protein ratio of 0.35, as shown by the red arrows in Fig. S1B.

### ***Density profiles***

Figure S1 shows the profile of the ribosomal density along an mRNA from GO Slim category 66, 'regulation of transport' (bottom), which has a large abundance of slow codons (19).

Comparison to the density profile shown in the main part of the manuscript (Fig. 5H) reveals a similar behaviour, although the two categories are quite different: category 16 has 299 mRNAs in the

downscaled cell with an average length of 158 codons and on average 0.03 CAG codons on each mRNA. In contrast, category 66 has only two mRNAs in the downscaled cell, but with an average length of 920 codons per mRNA and 8.6 CAG codons on each mRNA, see Table S10, below.

**Table S10:** A list of number of, CAG, CAA and CAG+CAA (glutamine) codons, number of all codons and mRNAs from the GO-Slim categories 16 and 66. The proportion of the CAG, CAA and CAG+CAA codons compared to all codons in the corresponding category, proportion of the CAG and CAA codons with respect to all glutamine codons within the category and the average number of CAG, CAA and CAG+CAA codons on an mRNA within the category.

The position of the glutamine codons on the mRNA in (Fig. S4) is highlighted by the grey dashed bars. The black line represents the situation without doxycycline. Both, the blue and the red lines represent the situation in the presence of doxycycline, corresponding to a Gln4 protein ratio of 5%, with (red line) and without (blue line) feedback loop.

Without feedback and in the presence of doxycycline, the ribosome density profile in (Fig. S4) is highly inhomogeneous (blue line); ribosomal queues build up behind glutamine codons. When the feedback mechanism is switched on, the profile is much smoother and the queues vanish (red dashed line).

In category 16, the ribosome density along the mRNA in the case with doxycycline is large compared to the case without doxycycline (see figure 6H), whereas in category 66, with doxycycline the

ribosomal density is also large at the entrance of the lattice but decreases rapidly along the mRNA, due to the bottleneck created by the accumulation of rare codons.

In contrast, when the autogenous feedback mechanism is activated, ribosomes are equally distributed in a low density-like regime all over the mRNA, no queueing is visible for any of the two categories. Note that with feedback, the average density in both categories decreases considerably in the presence of doxycycline, which is also reflected in the protein production rate, see (Fig. 6D) in the main text.

Note that the ribosomal particles in the simulation have a footprint of  $W = 9$ , which leads to the plateau peaks obtained in the case without feedback. Note further that here, the translational site of the ribosome is on the left side, which produces the overhang peaks.

## Figures

**Figure S1:** Panel A: Resulting plot of the steady state charging levels of the glutamine tRNAs as a function of the Gln4 protein ratio (an average of 60% tRNA charging level was used to parameterise our model). Yellow line: mean level  $\langle c \rangle$  of charged glutamine tRNAs; Red line: mean level  $\langle b \rangle$  of bound glutamine tRNAs; Blue line: mean level  $\langle e \rangle$  of empty glutamine tRNAs. The grey line indicates the feedback threshold  $d = 0.35$ : for Gln4 protein ratios smaller than 0.35 the usage rate decreases proportionally to the growth rate.

Panel B: Global current  $J$  with autogenous feedback of the GTM for two different global charging levels: solid blue line corresponds to the global current for the global charging level at 80% as in Fig.6D of the main text, the dashed blue line corresponds to the global charging level of 60%. The red arrows are a guide for the eye to show how the shift in the feedback threshold for the usage rate in the SSM is obtained.

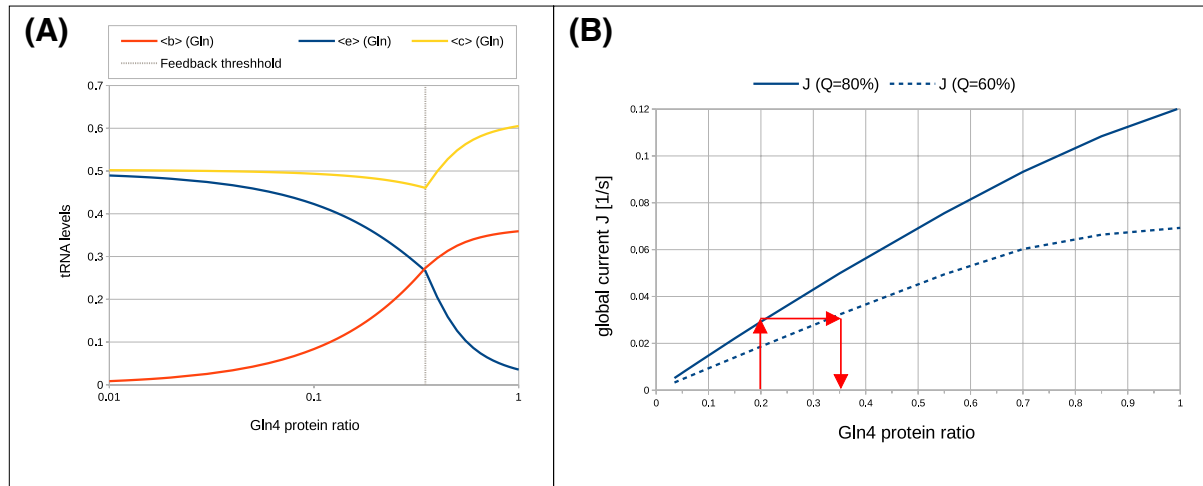

**Figure S2; Depletion of the *KRS1* lysyl-tRNA synthetase using tet-off regulation causes translational induction of GCN4**

The effect of *KRS1* tRNA synthetase shut-off, using doxycycline, on uncharged tRNA accumulation and thus *GCN4* activation was measured using the *GCN4-lacZ* reporter plasmids in a tetO-*KRS1* strain. Reporter gene expression was measured in three independent biological replicates; error bars represent  $\pm 1$  standard error of the mean,  $n=4$ . Plasmid p180 measures a *GCN4* response, relative to the negative (p226) and positive (p227) controls.

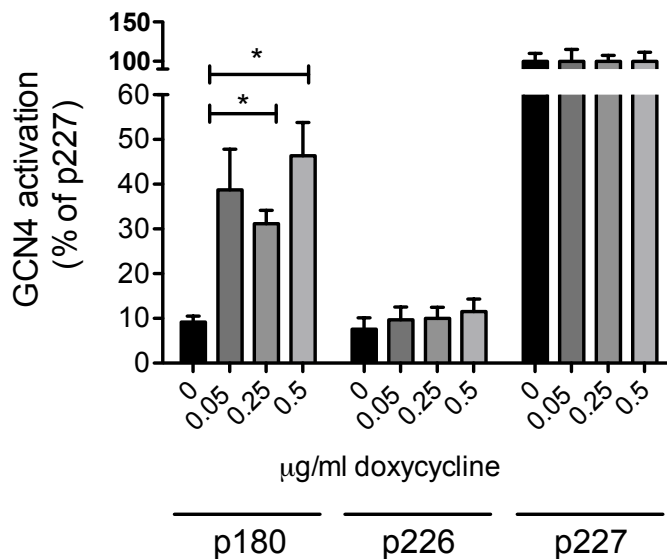

**Figure S3: Phosphorylation of eIF2 $\alpha$  in a Gln4 tRNA synthetase tet-off yeast strain in response to doxycycline.** Western blots of total cell lysates were probed with either [panel A] an anti-phospho-eIF2 $\alpha$  antibody (phospho-Sui2p [34.7 kDa]; panel A), or a control anti-phosphoglycerate kinase (Pgk1p [44.7 kDa]; panel B) antibody to normalise for lane loading. Lanes 1-3 contain negative control samples, 3-fold overloaded to confirm the absence of phospho-eIF2 $\alpha$  (Sui2p); wild-type yeast (lane 1); *GLN4* tet-off  $\Delta gcn2$  (lane 2); *GLN4* tet-off  $\Delta gcn2$ , doxycycline-treated (lane 3). Lanes 4-7 contain *GLN4* tet-off grown in the presence of increasing doxycycline concentrations. Band intensity of phospho-Sui2p was quantified using ImageJ (<https://imagej.nih.gov/ij/index.html>), employing Pgk1p to normalise for lane loading variation (panel C).

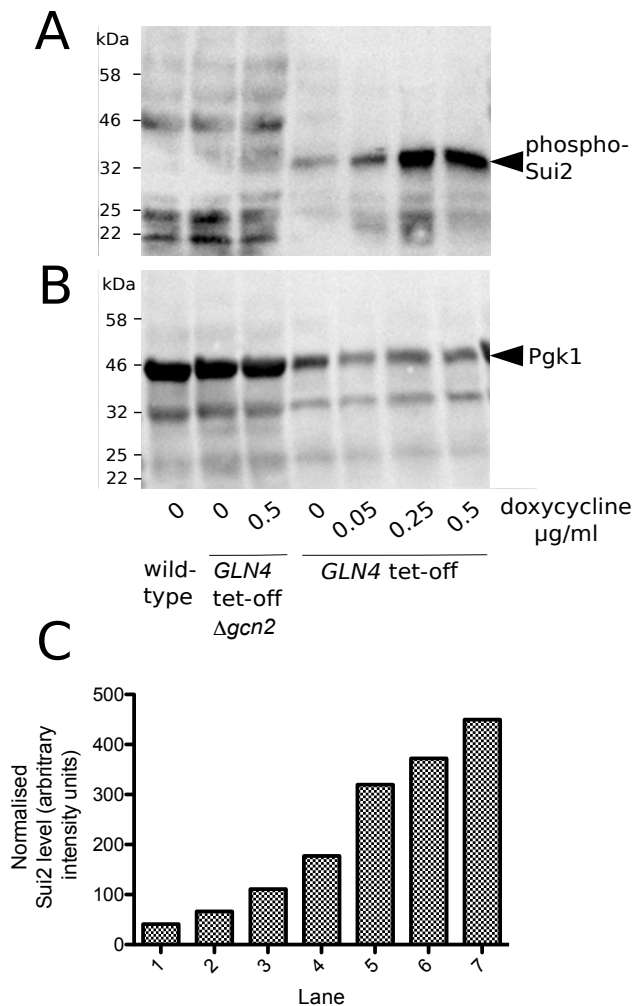

**Figure S4: Ribosomal density profile along a representative mRNA from GO Slim category 66**

The 'regulation of transport', linear axes (top) and semi-logarithmic axes (bottom) are shown. The black line represents the situation without doxycycline and the blue and red lines represent the situation in the presence of doxycycline, without (blue line) and with (red, dashed line) feedback loop. The positions of the glutamine codons on each mRNA are indicated by the grey, dashed bars.

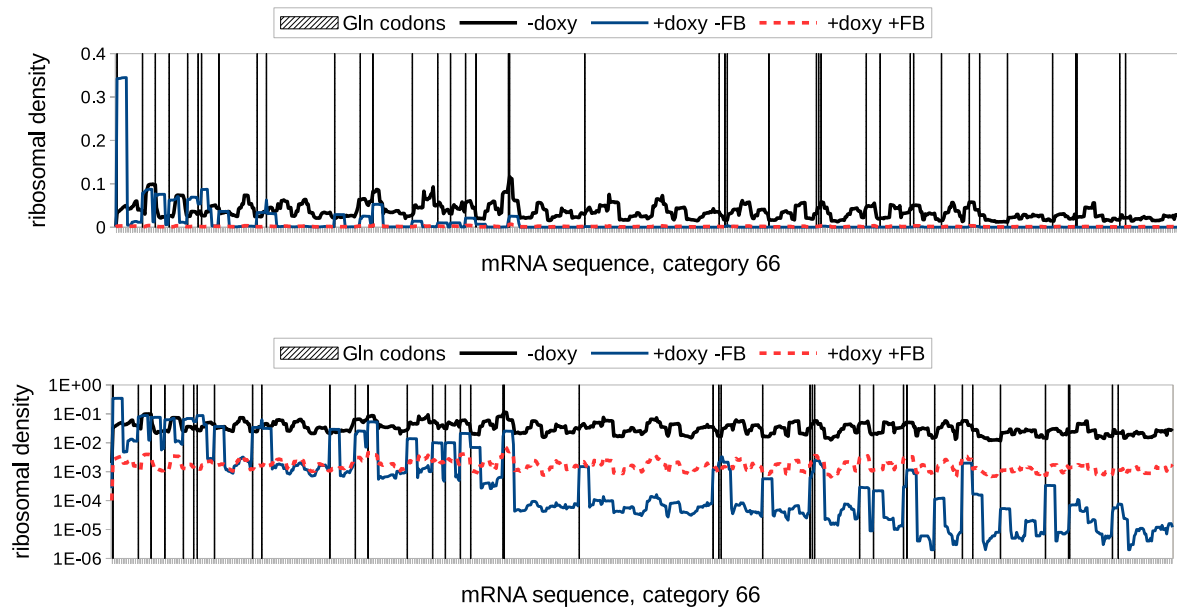

**Figure S5: Different aspects of the autogenous feedback**

No feedback (blue lines) as reference, feedback on the number of ribosomes (green lines), feedback on the number of tRNAs (green dashed lines) and on the initiation factors (red lines). Upper panel: The global current (left) and the global charging level (right) without glutamine tRNAs as functions of the Gln4 protein ratio. Lower panel: The mean charging level of the glutamine tRNAs, CUG (left) and UUG (right). All results have been simulated using a cell size of 100 mRNAs.

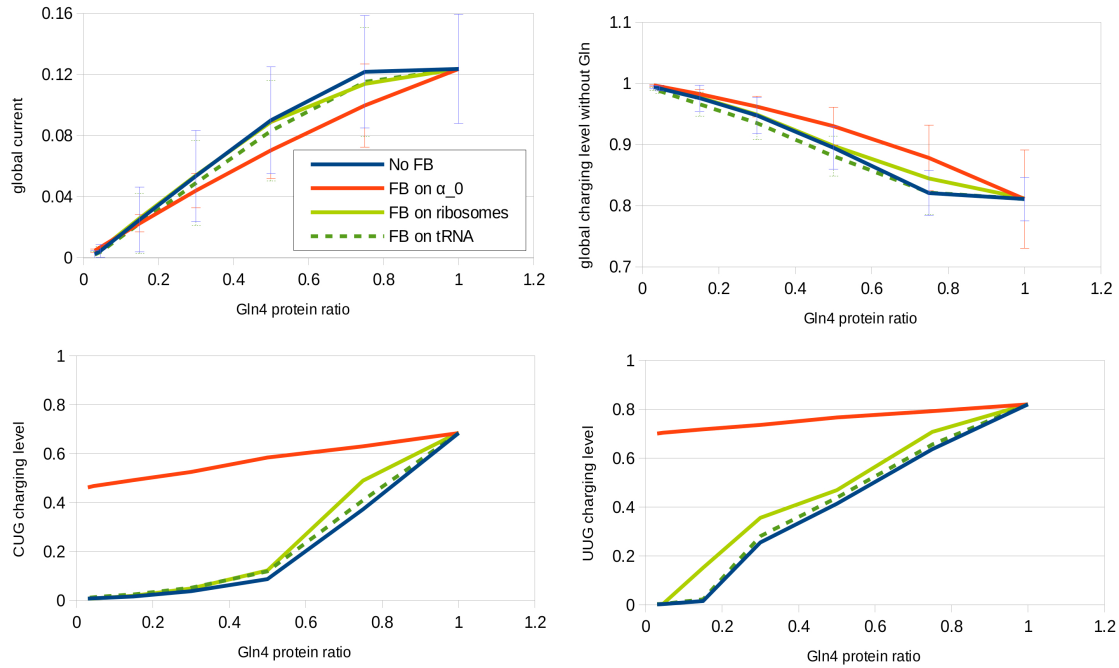

**Figure S6:** Panel A: correlation between the CAG content of a mRNA within GO Slim category  $\alpha$  and the ratio  $J_\alpha(+doxy)/J_\alpha(-doxy)$  with (red line) and without (blue line) feedback. Panel B: the ratio  $J_\alpha(+doxy)/J_\alpha(-doxy)$  with (red line) and without (blue line) feedback together with the CAG content (green line) of a mRNA within GO Slim category  $\alpha$  is shown for each GO-Slim category  $\alpha$ , ranked by the doxycycline influence on the ratio without feedback.

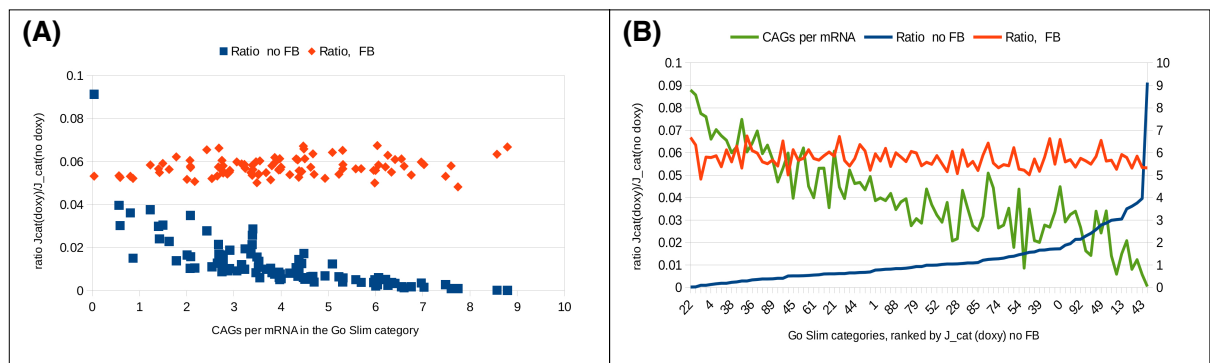

**Figure S7; Hygromycin resistance of a wild-type strain and the Gln tRNA synthetase tet-off strain.**

**Panel A-C:** the resistance to hygromycin of the *GLN4* tet-off strain was compared to its progenitor wild-type strain BGY2 by measuring mid-log phase growth rates in cells growing in YPD medium containing doxycycline at either 0, 0.04 and 0.08  $\mu\text{g/ml}$ . **Panel D;** this data was processed for each concentration of doxycycline to show the growth rates as a percentage of those obtained in 0  $\mu\text{g/ml}$  hygromycin. Cells were grown at 30°C, 400 rpm, in 96-well plates in a LabTech International Omega plate reader. Expressing mid-log phase growth rates in the presence, or absence of hygromycin indicated that depletion of the Gln4p tRNA synthetase did not render the cells more sensitive to hygromycin relative to the effect of hygromycin on wild-type cells (panel D).

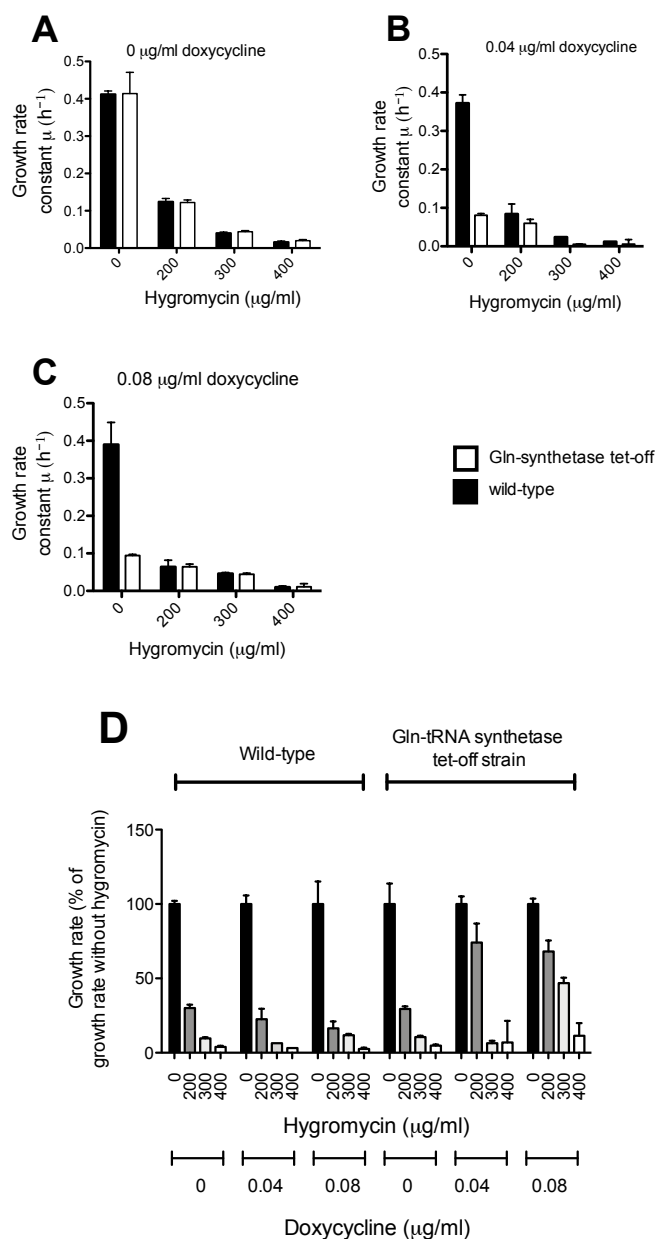

## TABLES

**Table S1: Oligonucleotides used in this study**

\*Red text – Indicates *GCN2* gRNA, Green text – Indicates 5' sgRNA

**Table S2: Parameters used for our downscaled system**

Number of mRNAs, number of codons and the undisturbed initiation rates per GO-Slim category  $a$ . In total, there are  $\kappa_c = 500124$  and  $\kappa_m = 1516$  mRNAs in the downscaled cell fraction and the average initiation rate amounts to  $\langle \alpha \rangle = 0.15/s$ .

**Table S3: List of amino acids (aa) with corresponding tRNAs (index i) and codons (index j).**

Gene copy number for each tRNA, wobble base pairing for each codon and the maximal hopping rates  $k_{max}(j)$  for the downscaled cell. Note that, in general, the hopping rate depends on the number of charged tRNAs, the values given in this table correspond to all tRNAs are 100% charged. Note further, that the wobble factor  $w(i)$  used in the equations in the text is given by  $w(i) = (1 - wobble)$ .

**Table S4: Parameters used for the simulation**

Calculation of the catalytic rate  $k_{cat}$  for each amino acid type from the estimated number of amino acids added/cell/ second and the number of synthetase/cell. The last column shows the number of tRNA copies/amino acid type.

**Table S5; Gene ontologies significantly enriched in, and common to, gene sets upregulated in response to Gln4 depletion and 3-AT treatment**

**Table S6; Gene ontologies significantly enriched in, and common to, gene sets downregulated in response to Gln4 depletion and 3-AT treatment**

**Table S7; Gene ontologies significantly enriched in, and common to, proteins upregulated in response to Gln4 depletion (SILAC analysis) and genes upregulated by 3-AT treatment (transcript profile analysis)**

**Table S8: Proteins identified through SILAC as reduced in concentration in response to Gln tRNA synthetase shut-off (at 1.4-fold or greater reduction)**

**Table S9: Transcriptional response of translation initiation factor genes significantly repressed in the GLN4 tet-off strain in response to doxycycline treatment**

**Notes** (a); Significantly repressed (green shading, bold font) and induced genes (orange shading) are indicated. (b); A false discovery rate (FDR) of 0.05 was indicated the significance or otherwise of an adjusted *q* value (Benjamini-Hochberg).

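Table S9 lists, for each initiation factor gene, the base 2 logarithm of the FPKM with doxycycline divided by the FPKM without it in tetO-*GLN4*, where a negative value means a lower mRNA level when Gln4p is depleted. For the 24 genes, the log2 ratios recomputed from the deposited FPKM values differed from the values printed by the paper by at most 0.0020. The median SD of these log2 ratios, derived from the confidence intervals of the FPKM values, was 0.23. In the wild type the log2 ratios of the same genes lay between -0.09 and 0.16, all smaller in size than that SD. The SD may therefore be larger than the error of these genes. Single genes were not tested against each other. The adjusted *q* comes from Cuffdiff's test over all genes of the strain and not over the listed genes alone.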

**Table S11: Summary of the gene ontology categories assigned to the categorical number a used in the text.**

## REFERENCES

1. Gillespie,D.T. (1977) Exact stochastic simulation of coupled chemical reactions. *J. Phys. Chem.*, **81**, 2340–2361.
2. Miura,F., Kawaguchi,N., Yoshida,M., Uematsu,C., Kito,K., Sakaki,Y. and Ito,T. (2008) Absolute quantification of the budding yeast transcriptome by means of competitive PCR between genomic and complementary DNAs. *BMC Genomics*, **9**, 574.
3. Waldron,C. and Lacroute,F. (1975) Effect of growth rate on the amounts of ribosomal and transfer ribonucleic acids in yeast. *J. Bacteriol.*, **122**, 855–865.
4. Warner,J.R. (1999) The economics of ribosome biosynthesis in yeast. *Trends Biochem. Sci.*, **24**, 437–440.
5. Chan,P.P. and Lowe,T.M. (2009) GtRNAdb: a database of transfer RNA genes detected in genomic sequence. *Nucleic Acids Res.*, **37**, D93-7.
6. Arava,Y., Wang,Y., Storey,J.D., Liu,C.L., Brown,P.O. and Herschlag,D. (2003) Genome-wide analysis of mRNA translation profiles in *Saccharomyces cerevisiae*. *Proc. Natl. Acad. Sci. U. S. A.*, **100**, 3889–3894.
7. von der Haar,T. (2008) A quantitative estimation of the global translational activity in logarithmically growing yeast cells. *BMC Syst. Biol.*, **2**, 87.

8. Ghaemmaghami,S., Huh,W.K., Bower,K., Howson,R.W., Belle,A., Dephoure,N., O'Shea,E.K. and Weissman,J.S. (2003) Global analysis of protein expression in yeast. *Nature*, **425**, 737–741.
9. Dittmar,K.A., Sorensen,M.A., Elf,J., Ehrenberg,M. and Pan,T. (2005) Selective charging of tRNA isoacceptors induced by amino-acid starvation. *EMBO Rep.*, **6**, 151–157.
10. Varshney,U., Lee,C.P. and RajBhandary,U.L. (1991) Direct analysis of aminoacylation levels of tRNAs in vivo. Application to studying recognition of *Escherichia coli* initiator tRNA mutants by glutaminyl-tRNA synthetase. *J. Biol. Chem.*, **266**, 24712–24718.
11. Sorensen,M.A. (2001) Charging levels of four tRNA species in *Escherichia coli* Rel(+) and Rel(-) strains during amino acid starvation: a simple model for the effect of ppGpp on translational accuracy. *J. Mol. Biol.*, **307**, 785–798.
12. Jakubowski,H. and Goldman,E. (1984) Quantities of individual aminoacyl-tRNA families and their turnover in *Escherichia coli*. *J. Bacteriol.*, **158**, 769 LP – 776.
13. Kemp,A.J., Betney,R., Ciandrini,L., Schwenger,A.C.M., Romano,M.C. and Stansfield,I. (2013) A yeast tRNA mutant that causes pseudohyphal growth exhibits reduced rates of CAG codon translation. *Mol. Microbiol.*, **87**.
14. Gilchrist,M.A. and Wagner,A. (2006) A model of protein translation including codon bias, nonsense errors, and ribosome recycling. *J. Theor. Biol.*, **239**, 417–434.
15. Bjork,G.R., Huang,B., Persson,O.P. and Bystrom,A.S. (2007) A conserved modified wobble nucleoside (mcm5s2U) in lysyl-tRNA is required for viability in yeast. *RNA*, **13**, 1245–1255.
16. Sorensen,M.A. and Pedersen,S. (1991) Absolute in vivo translation rates of individual codons in *Escherichia coli*. The two glutamic acid codons GAA and GAG are translated with a threefold difference in rate. *J. Mol. Biol.*, **222**, 265–280.
17. Shah,P., Ding,Y., Niemczyk,M., Kudla,G. and Plotkin,J.B. (2013) Rate-limiting steps in yeast protein translation. *Cell*, **153**, 1589–1601.
18. Sin,C., Chiarugi,D. and Valleriani,A. (2016) Quantitative assessment of ribosome drop-off in *E. coli*. *Nucleic Acids Res.*, **44**, 2528–2537.
19. Ciandrini,L., Stansfield,I. and Romano,M.C. (2013) Ribosome traffic on mRNAs maps to gene ontology: genome-wide quantification of translation initiation rates and polysome size regulation. *PLoS Comput. Biol.*, **9**, e1002866.
20. Uter,N.T., Gruic-Sovulj,I. and Perona,J.J. (2005) Amino Acid-dependent Transfer RNA Affinity in a Class I Aminoacyl-tRNA Synthetase. *J. Biol. Chem.*, **280**, 23966–23977.

21. Huynh,L.-N., Thangavel,M., Chen,T., Cottrell,R., Mitchell,J.M. and Prætorius-Ibba,M. (2010) Linking tRNA localization with activation of nutritional stress responses. *Cell Cycle*, **9**, 3184–3190.
22. W. von Bloh. (2008) Sequential and Parallel Implementation of Networks. In Graben, P., Zhou, C., Thiel, M., and Kurths J., *Lectures in Supercomputational Neuroscience; Understanding Complex Systems*. Springer: Complexity.
23. Chelliah, V. et al. BioModels: ten-year anniversary. Nucl. Acids Res. 2015, 43(Database issue):D542-8 Chelliah,V., Juty,N., Ajmera,I., Ali,R., Dumousseau,M., Glont,M., Hucka,M., Jalowicki,G., Keating,S., Knight-Schrijver,V., Lloret-Villas,A., Natarajan,K.N., Pettit,J,B,, Rodriguez,N., Schubert,M,. Wimalaratne,S.M., Zhao,Y., Hermjakob,H., Le Novère,N. and Laibe,C. (2015) BioModels: ten-year anniversary. *Nucleic Acids Res.*, **43** (Database issue):D542-8.

How the deposited data were processed for this re-analysis (not part of the article)

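RNA sequencing was examined for 12 yeast samples from 2 haploid strains, the wild type and tetO-*GLN4*, grown without doxycycline or with 1 μg/ml of it, with 3 independent cultures for each of the 4 conditions. The authors mapped the reads with TopHat and made the deposited FPKM values with Cuffdiff, which normalized the conditions of a strain together, scaled by gene length, combined the 3 cultures into 1 FPKM per gene and condition and gave a 95% confidence interval. The p-value and q-value of each gene in the authors' deposited table come from Cuffdiff's own test of the 2 conditions of a strain. The versions of these programs and the genome build are not stated in the paper's text. The 2 strains are in separate, separately normalized tables, so the effect of doxycycline was tested within a strain only. Levels of the strains were compared in the closing section alone, beside the median of all genes.

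No values per culture and no read counts were analysed. The depth of the libraries is therefore unknown, the spread between cultures could not be computed, and designs with replicate columns did not apply. The precision was taken from the confidence intervals, which were symmetric or floored at 0 for 100% of the genes checked. The median SD of an FPKM was 10.6% and 10.5% in the wild type and 10.9% and 10.7% in tetO-*GLN4*, without and with doxycycline. Of 7130 listed genes, Cuffdiff did not test 628 in the wild type and 578 in tetO-*GLN4*, and failed on 4 and 7 others for too many fragments (status HIDATA). These were left out of all ratios. *GLN4* is among them in tetO-*GLN4*, so its planned log2 ratio, and the alternatives for it, have no value. Tested genes with an FPKM of 0 in 1 condition (11 in the wild type and 18 in tetO-*GLN4*) have no finite ratio and were left out of medians.

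From the FPKM values, the log2 ratio of the conditions was computed without a pseudocount, with an SD from the confidence intervals (distance from the FPKM to the upper bound taken as 2 SDs). Genes were counted as changed at a q under 0.05 in the authors' deposited table, and as changed 2-fold when the log2 ratio was also at least 1 in size. Each gene list was summarized by its median, set against 10000 random lists of the same size matched on mean FPKM in 20 bins, and redrawn 1000 times within the confidence intervals. The result is given as a percentile and not as a p-value, because genes are not replicates. The lists set before the data were examined were amino acid biosynthesis, ribosomal proteins, tRNA synthetases, histones, *UTP* genes, general stress, ribosome quality control, the 24 initiation factor genes of Table S9 and the 100 proteins of Table S8. Lists for mating type, pheromone response, cell cycle, inositol and phospholipid, glycogen and trehalose, and nitrogen metabolism were added after the data were seen. Rank correlation of mRNA with the paper's protein ratios was tested with 100000 permutations across genes. GO terms with at least 5 tested genes were tested with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment, using terms given on experimental evidence in the R64 annotation, to which 6048 listed genes were matched. The published 3-AT dataset was not analysed here.

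The genes named are those the paper names, the initiation factors, the genes deleted in the strain background, the nearest 2 listed genes on each side of *GLN4*, the 5 highest and 5 lowest log2 ratios in tetO-*GLN4* with a q under 0.05 in the authors' deposited table and an FPKM of at least 1 in both conditions, and the 3 highest and 3 lowest members of the amino acid and tRNA synthetase lists. Other genes were chosen after their values were seen.

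The alternatives tried were pseudocounts of 1 and 0.1, an FPKM minimum of 1 in both conditions, centring on the median or on the FPKM-weighted mean, a q threshold of 0.01, readjusted p-values of the authors' deposited table, confidence intervals that lie apart, a z test from the intervals, fold change without q, and another gene set or background for GO terms. The z test, the comparison of intervals, the list percentiles and the GO test were tested on simulated data; the rank correlation, the redrawn intervals and the draws around an unchanged level were not. In the simulated data every changed gene was changed at least 2-fold, and the noise had the SDs of the confidence intervals. The z test recovered 78.5% of 200 changed genes, and 3.68% of its 163 calls were unchanged genes. Intervals that lay apart recovered 82.0% and called 0.474% of 6327 unchanged genes. The recovered shares say nothing of smaller changes. The GO test found the planted term and 0 of 200 others. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.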

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

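All lists below except the histones were drawn up after the data were seen, and the tests were chosen after the result was seen except those on the CLB2 cluster and the G1 to S genes. Each signal concerns genes the paper does not discuss, and is larger in tetO-*GLN4* than in the wild type with doxycycline, the control; the difference between the strains was not tested.

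The 5 α-specific genes had a median log2 ratio of -5.73 in tetO-*GLN4* and -0.10 in the wild type. The haploid-specific list (12 genes) had a median of -1.05 and the pheromone response list (19 genes) of -1.02, or -0.38 and -0.34 when centred on the FPKM-weighted mean; 0 genes are shared by these lists. The tables argue against a single scaling factor between the libraries (-5.06 after centring on the FPKM-weighted mean), gene length (-5.79 after subtracting genes of like length) and GC content (-5.67). Reads shared between the 2 α-factor genes are argued against by their summed FPKM, which went from 16329 to 246 (log2 ratio -6.05). Repression by a1-α2, as in diploid cells, stays open. The haploid-specific median of -1.05 lies in its direction, with 0 of 10000 random lists lower and 7 of 12 genes at least 2-fold lower, among them *HO* (-3.82, chosen after its value was seen). The other 5 genes were not lower by a factor of 2. *AXL1* was at -0.83 (SD 0.21), and *RDH54* and *NEJ1* were at -0.27 (SD 0.21 each). *STE5* (0.08, SD 0.20) and *STE18* (0.59, SD 0.43), which shares its listed locus with other genes, were not lower at all. No diploid was measured to show how far these 5 genes would fall. Loss of *MAT*α expression stays open: the 7 a-specific genes rose by a median of 1.13 (1.80 when centred), but to a median FPKM of only 12.9, and no a cell was measured for comparison. Lower Ste12 activity is a candidate explanation, since 0 of 10000 random lists had a median below the pheromone response list, and so is lower Mcm1 activity, since 0 had one below the CLB2 cluster. Neither is specific, because the haploid-specific and G1 to S lists were also low against random lists, a comparison that a shift of every ratio leaves as it is. When centred, the CLB2 cluster itself was at -0.026, so that it is low only relative to other genes. An effect of Gln4p depletion or slower growth on mating-type expression is untested.

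The 18 inositol and phospholipid genes had a median log2 ratio of -1.89 in tetO-*GLN4* and 0.10 in the wild type. A single scaling factor is argued against (-1.22 after centring on the FPKM-weighted mean). Levels across strains come from separate normalizations. Without doxycycline the list was 1.82 (log2) above wild type at the median, against 0.15 for all genes, which argues against a normalization difference alone. With doxycycline it was 0.19 above untreated wild type (95% interval 0.01 to 0.35), against 0.16 for all genes, so the fall may be a return from a raised level in untreated tetO-*GLN4*. Chance through the shared untreated libraries stays open for this list. In the list, 14 genes were 2-fold above wild type and then 2-fold lower, against a largest number of 0 in 1000 draws around an unchanged level. The draws gave each gene its own error, so they cannot produce a shift shared by the genes of a list. The list was also drawn up after its values were seen. The fall does not rest on that count alone, but the values that follow use the same untreated libraries. At a q under 0.05 in the authors' deposited table, adjusted over all genes, 17 genes were lower and 0 higher. The 95% interval of the median log2 ratio was -2.09 to -1.60. *INO1*, chosen after its values were seen, had an FPKM of 333 and 16.2 in tetO-*GLN4*, without and with doxycycline, and 6.28 in untreated wild type. Why untreated tetO-*GLN4* would differ, through the promoter construct, Gln4p overexpression or the culture, is untested.

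The 14 glycogen and trehalose genes had a median log2 ratio of -0.87 in tetO-*GLN4* and -0.03 in the wild type. Centring on the FPKM-weighted mean brings this median to -0.19, so it was set against matched random lists, which a single factor moves alike, and lay -0.91 from their median; this argues against a single scaling factor as the whole cause. Without doxycycline the list was 1.72 above wild type, which argues against a normalization difference alone. With doxycycline the list was still 0.94 above untreated wild type at the median (95% interval 0.68 to 1.07), against 0.16 for all genes, with 10 of 14 genes above that value. This argues against a full return of the list to the wild-type level, and a partial fall from a raised level stays open. Chance through the shared untreated libraries stays open for the list as a set. In the list, 7 genes were 2-fold above wild type and then 2-fold lower, against a largest number of 0 in draws around an unchanged level. Those draws, with a separate error for each gene, cannot produce a shift shared by the genes of a list. The list was also drawn up after its values were seen. The fall does not rest on that count alone, but the values that follow use the same untreated libraries. At a q under 0.05 in the authors' deposited table, adjusted over all genes, 9 genes were lower and 2 higher. On the deposited scale the 95% interval of the median log2 ratio was -1.13 to -0.56. A biological explanation was not tested. Most members of this list are also in the general stress list.

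The 11 histone genes had a median log2 ratio of -2.30 (95% interval -2.52 to -1.94) in tetO-*GLN4* and 0.15 in the wild type. A single scaling factor is argued against (-1.63 after centring on the FPKM-weighted mean). Fewer cells in S phase is a candidate explanation: the 20 G1 to S genes had a median of -0.62, which turns to 0.056 when centred, and 1 of 10000 random lists had a lower one, so they are low relative to genes of like abundance and not on each scale. The 14 genes of the CLB2 cluster, expressed later in the cycle, had a median of -0.70 (-0.026 when centred), so the low position among random lists is not particular to S phase. Histone paralogs share reads, which limits values of single members but was not tested for the list.

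The 17 nitrogen catabolite repressed genes had a median log2 ratio of 1.10 in tetO-*GLN4* (1.77 when centred on the FPKM-weighted mean) and -0.08 in the wild type, and the 7 catabolic genes induced by amino acids had one of 2.69 (3.36 when centred) and 0.02. Relief of nitrogen catabolite repression is a candidate explanation that was not tested separately. That 0 of 10000 random lists had a higher median than the first list only restates that this list was high, and it was drawn up after its values were seen. The inducible genes rose by 1.59 more than the first list at the median, which cannot tell induction by accumulated amino acids from a stronger response of the same kind, since amino acid levels were not measured. *ARO9* is also in the amino acid biosynthesis list, whose median without it was 1.01.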

How the results depend on the processing

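Over the alternatives run for 25 results other than single genes, 84 values kept their direction and stayed near the reported value (a count within 1.5 times of it), 16 moved and 4 reversed. The 84 include the lower initiation factors at a q under 0.01 in the authors' deposited table, 15 instead of 21, and wild-type counts of genes changed 2-fold that stayed at 0 because 0 genes pass the q threshold, which says nothing about their stability. The cause of these changes was not tested, except where centring shifts every ratio by construction. No paired analysis was possible because each condition has 1 combined FPKM per gene, and for the same reason leaving out each culture in turn was not run. The alternatives for *GLN4* in tetO-*GLN4* gave no value, since it is listed at 0 without doxycycline. The unknown depth limits what can be said of genes with a low FPKM.

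With confidence intervals that lie apart in place of the q of the authors' deposited table, the number of changed genes was 11 instead of 0 in the wild type, 2037 instead of 3942 in tetO-*GLN4*, and 10 instead of 21 for lower initiation factors. With the z test these were 6, 2553 and 12. For the wild type, where 76 genes had an unadjusted p under 0.05 in the authors' deposited table, fold change alone gave 67 genes changed 2-fold instead of 0. With all listed genes as background, 11 GO terms passed among upregulated genes instead of 7, and with genes at a q under 0.05 in the authors' deposited table regardless of fold, 78 passed among downregulated genes instead of 26.

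Centring on the FPKM-weighted mean shifts every log2 ratio in tetO-*GLN4* up by the size of that mean (-0.67). The list medians became 1.71 for amino acid biosynthesis, -0.40 for ribosomal proteins, -0.42 for the mRNAs of reduced proteins, -1.63 for histones and 0.69 for ribosome quality control, and turned positive for initiation factors (0.088), tRNA synthetases (0.38), *UTP* genes (0.39) and general stress (0.20). For the counts this centring was chosen after seeing the data: 1947 genes were changed 2-fold instead of 1218, of which 90.9% were higher instead of 49.4%, and 10 of 24 initiation factors were below 0. For single genes it was also chosen after seeing the data. Of 53 named genes, 3 stayed the same, 39 moved and 11 reversed: *CDC33* 0.13, *TIF4632* 0.37, *PRT1* 0.30, *NIP1* 0.35, *HCR1* 0.17, *SUI3* 0.32, *GCD1* 0.22, *GCD2* 0.39, *GCD6* 0.37, *TIF5* 0.026 and *FUN12* 0.048. A pseudocount of 1 moved 1 named gene (*ARO9*, 6.27), and centring on the median moved 0 of the 53.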

Differences from the paper's values

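The paper gives ∼50 enriched GO terms among upregulated genes (the paper's 50), and 7 terms passed here with the experimental annotations of the R64 annotation. Of the alternatives set before the data were examined, genes at a q under 0.05 in the authors' deposited table regardless of fold gave 7 terms. A background of all listed genes gave 11. Both kept the same annotation, which differs from the paper's and could test only 5 of the 31 terms of Supplementary Table S5. Neither can therefore tell how much of the gap comes from the annotation.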

Other observations

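Of the tests below, those on *GLN4* and on the wild-type p-values were chosen after the result was seen.

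*GLN4* is listed at 0 in untreated tetO-*GLN4* with the status for too many fragments. That more fragments lay at the locus than Cuffdiff handles is a candidate explanation: *PMA1* and *PDC1*, which have this status in 1 condition of a strain, ranked 18 or better by FPKM times length where they have a value. This does not show the level of *GLN4* itself.

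Fewer wild-type genes than the 5% expected had an unadjusted p under 0.05 in the authors' deposited table, namely 1.17%, and 19.4% had a p among the 10% of the range nearest 1. A conservative test may be the cause, so that small effects of doxycycline could be missed. The 5 genes with the smallest wild-type p in the authors' deposited table had log2 ratios in tetO-*GLN4* of -4.24 (*FIG1*), -3.18 (*ZRT1*), -1.54 (YLR297W), -2.63 (YPR157W) and 1.67 (*SNR17A*). Across 6467 genes, the log2 ratios of the strains had a Pearson r of -0.09 and a Spearman rho of -0.16.

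In tetO-*GLN4* the median log2 ratio fell with abundance, over 5 groups of up to 1306 genes by mean FPKM, from 0.26 in the least abundant through 0.11, 0.01 and -0.05 to -0.41 in the most abundant (a gap of -0.67). Random error of the values is argued against by the wild type, where the gap was 0.029, ribosomal protein genes alone by the gap without them (-0.57) and gene length by the gap after subtracting genes of like length (-0.67). A biological explanation was not tested.

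Without doxycycline, 227 of 6467 genes were 2-fold higher and 37 were 2-fold lower in tetO-*GLN4* than in the wild type, on separately normalized scales. Of the 227 genes, 99 were 2-fold lower with doxycycline, against a median of 41 and at most 66 in 1000 draws around an unchanged level. Over all genes, the difference from the wild type without doxycycline and the response to it had a Spearman rho of -0.16. The median in the draws was -0.47. The draws hold no response to doxycycline, while the observed log2 ratios had an SD across genes of 0.95, against a median SD of 0.22 for a single gene. The 2 rho values therefore cannot be set against each other, and no conclusion is drawn from them.

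The general stress list (30 genes) had a median log2 ratio of -0.47 in tetO-*GLN4*, at percentile 0.80 of the random lists, which turns to 0.20 when centred on the FPKM-weighted mean. The ribosome quality control list, of which 5 of 9 genes were found, had a median of 0.01 at percentile 54.4.

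The mRNAs of the reduced proteins of Table S8 had a median log2 ratio of -1.09 in tetO-*GLN4*, below all 10000 random lists (median -0.53), with 96 of 99 lower and 3 higher; when centred on the FPKM-weighted mean the median was -0.42. Across these genes, mRNA and the paper's protein ratios had a Spearman rho of -0.08 (permutation p = 0.407). The proteins were selected as reduced, which narrows their range, and were measured in minimal medium, while the RNA came from YPD cultures. This rho therefore cannot tell whether mRNA and protein changes go together over all proteins. *RPL25* had an FPKM of 9460 without and 4547 with doxycycline (log2 ratio -1.06, SD 0.24).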
